# *Ezh2* Regulates Early Astrocyte Morphogenesis and Influences the Coverage of Astrocytic Endfeet on the Vasculature

**DOI:** 10.1111/cpr.70015

**Published:** 2025-02-28

**Authors:** Xinghua Zhao, Mengtian Zhang, WenZheng Zou, Chenxiao Li, Shukui Zhang, Yuqing Lv, Libo Su, Fen Ji, Jianwei Jiao, Yufei Gao

**Keywords:** astrocyte, autism, BBB, EZH2, morphogenesis

## Abstract

Astrocytes are crucial for central nervous system (CNS) development and function, with their differentiation being stringently controlled by epigenetic mechanisms, such as histone modifications. Enhancer of Zeste Homologue 2 (EZH2), a histone methyltransferase, is essential for the suppression of gene expression. However, the role of EZH2 in astrocyte early morphogenesis has remained unclear. Using an astrocyte‐specific Ezh2 knockout (cKO) mouse model, we examined the effects of EZH2 deletion on astrocyte morphogenesis, blood–brain barrier (BBB) integrity and neurodevelopment. Loss of EZH2 led to increased glial fibrillary acidic protein (GFAP) expression, altered astrocyte morphology and reduced coverage of astrocytic endfeet on blood vessels, compromising BBB integrity. Vascular abnormalities, characterised by increased vascular density and smaller vessel diameter, mirrored compensatory changes seen in moyamoya disease. RNA‐sequencing and ChIP‐seq identified *Ddn* as a key upregulated gene in *Ezh2* ^*cKO*^ astrocytes, influencing cytoskeletal changes via the MAPK/ERK pathway. Behavioural analysis revealed autism‐like traits, such as reduced vocalisations, without significant anxiety‐like behaviour. These findings highlight EZH2 as a critical regulator of astrocyte function, with its disruption contributing to neurodevelopmental disorders. This study provides novel insights into the molecular pathways governing astrocyte differentiation and suggests EZH2 as a promising therapeutic target for gliomas and other CNS disorders.

## 1 Introduction

Astrocytes, a key cell type in the central nervous system [1, 2, 3, 4, 5, 6, 7], undergo intricate developmental processes regulated by various molecular mechanisms, including epigenetic modifications [8, 9]. One of the hallmark genes in astrocyte differentiation is GFAP, whose expression is tightly regulated through epigenetic mechanisms such as DNA methylation and histone modifications [8, 10, 11]. These processes are essential for the proper maturation of astrocytes, ensuring their functional role in supporting neuronal activity and maintaining the BBB [2, 12, 13]. However, dysregulation of epigenetic mechanisms during astrocyte development has been linked to the onset of pathological conditions, such as gliomas [14, 15]. In particular, EZH2, a histone methyltransferase, is often overexpressed in gliomas, where it promotes tumorigenesis by silencing tumour suppressor genes and disrupting normal astrocyte differentiation [14, 16]. EZH2 is a key histone methyltransferase of the polycomb repressive complex 2, responsible for catalysing the trimethylation of lysine 27 of histone H3 (H3K27me3), thereby regulating gene transcription [17]. EZH2's role in regulating GFAP expression and astrocyte differentiation is of great interest, as it may offer insights into the molecular foundation of glioma formation and potential therapeutic strategies [18, 19, 20]. Understanding the interplay between epigenetic regulation and astrocyte development is crucial for elucidating the pathophysiology of gliomas and for developing novel strategies for targeting glioma progression.

Astrocytes also exhibit regional and cellular diversity within the CNS, contributing to the specialised functions of different brain areas [21]. Abnormalities in astrocyte morphology and function can lead to various neurodevelopmental and neurodegenerative diseases, such as obsessive‐compulsive disorder (OCD), autism spectrum disorders and multiple sclerosis [13, 22]. Recent studies have highlighted the role of epigenetic regulation in astrocyte differentiation and development, with the expression of key genes like GFAP being tightly controlled by mechanisms such as DNA methylation and histone modification [10, 15, 23]. These epigenetic changes are crucial for the proper maturation of astrocytes, ensuring their role in maintaining neuronal homeostasis and the integrity of the BBB [1, 2, 3, 6, 7]. Dysregulation of these epigenetic processes during astrocyte development has been linked to the onset of pathological conditions, including gliomas [24]. In particular, the histone methyltransferase EZH2 is often abnormally expressed in gliomas. Increased or reduced expression can disrupt normal astrocyte differentiation and promote tumorigenesis, and these tumour cells show obvious heterogeneity [19, 25]. Therefore, investigating the role of EZH2 in regulating GFAP expression and astrocyte differentiation may offer a deeper understanding of the molecular pathways involved in glioma development and reveal promising strategies for therapeutic intervention.

In this research, we used an *Ezh2* knockout mouse to explore the impact of EZH2 depletion in astrocytes. Our findings demonstrate that the absence of EZH2 in astrocytes results in significant morphological changes both in vitro and in vivo, with reduced astrocyte endfeet coverage of blood vessels, compromised BBB integrity and abnormal vascular development. Additionally, tight junction proteins were downregulated, further implicating EZH2 as a key regulator of astrocyte function and BBB maintenance. The significance of our study lies in its identification of EZH2 as a critical epigenetic regulator in astrocyte differentiation, providing new insights into how epigenetic modifications contribute to astrocyte function and the pathogenesis of neurological diseases. These findings may offer novel therapeutic avenues for targeting EZH2 in the treatment of glioma and other CNS disorders.

## 2 Results

### 2.1 *Ezh2* Deletion in Astrocytes Increases Cell Number and GFAP Expression

Through a comprehensive analysis of the publicly available Tabula Muris database, we observed that *Ezh2* is highly expressed in neural stem cells, neurons and astrocytes during early development and the immediate postnatal period (Figure S1). Immunofluorescence staining performed on astrocytes at postnatal day (P0), neurons at embryonic day (E16) and neural stem cells at E13 revealed that EZH2 is indeed highly expressed in astrocytes during the early postnatal phase (Figure 1A,B). Interestingly, our findings, derived from magnetic bead sorting and quantitative PCR (qPCR) analysis of astrocytes isolated from the postnatal brains, indicated that *Ezh2* expression remains stable at a plateau from P0 to P5, after which it begins to decline at P8 (Figure 1C,D). Notably, the P0–P8 period coincides with the peak of astrocyte development, suggesting that EZH2 expression could be critically involved in modulating astrocyte maturation during this critical window of early neurodevelopment.

**FIGURE 1:**
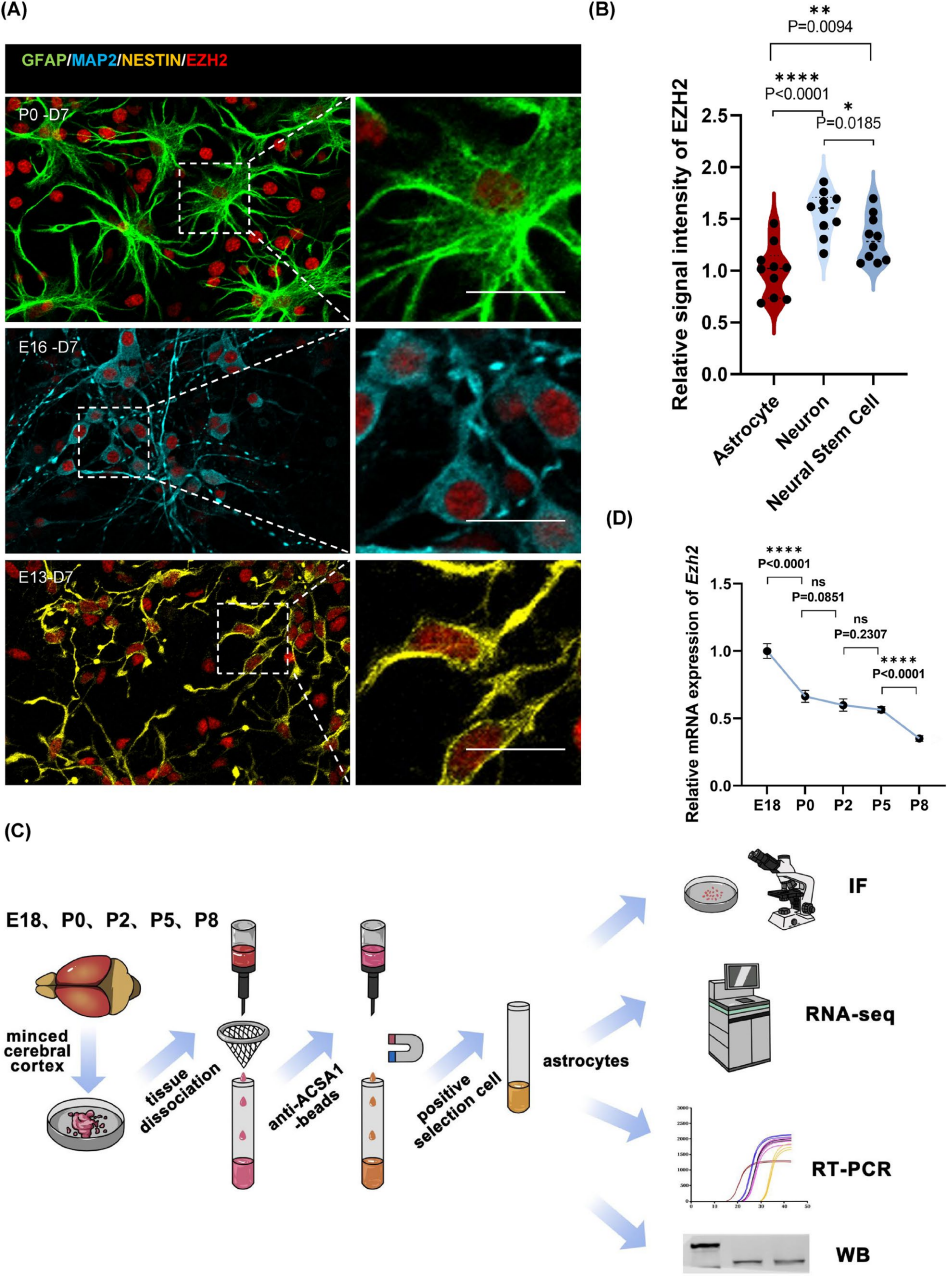
Ezh2 may play a critical role in the early morphological of astrocytes. (A) Immunofluorescent staining for EZH2 with astrocytes, neurons and neural stem cells of mice brains. Scale bar, 20 μm. (B) Statistic analysis of the relative fluorescence intensity of Ezh2 with astrocytes (P0, differentiation in vitro for 7 days), neurons (E16, differentiation in vitro for 7 days) and neural stem cells (E13, differentiation in vitro for 7 days) of mice brains, *n* = 10. (C) Schematic diagram of the purification of astrocytes from mouse cerebral cortex using magnetic bead screening technology. (D) Statistic analysis of the relative mRNA of Ezh2 in astrocytes of mouse cerebral cortex across different periods, *n* = 4.

To investigate the specific role of EZH2 in astrocytes, we generated a conditional *Ezh2* knockout (cKO) mouse model by crossing *Ezh2* ^flox/flox^ mice with *Aldh1l1*‐Cre mice, enabling astrocyte‐specific deletion of *Ezh2* (Figure 2A). *Ezh2* deletion was first confirmed by western blot (WB) analysis of astrocytes isolated from the P0 cortex (Figure 2B,C). The results demonstrated a marked reduction in EZH2 expression as well as its catalytic product, H3K27me3, confirming efficient deletion in astrocytes. Further validation was provided by immunofluorescence staining (Figure 2D,E) and qPCR (Figure S2A), both of which corroborated the loss of EZH2 in the knockout mice.

**FIGURE 2:**
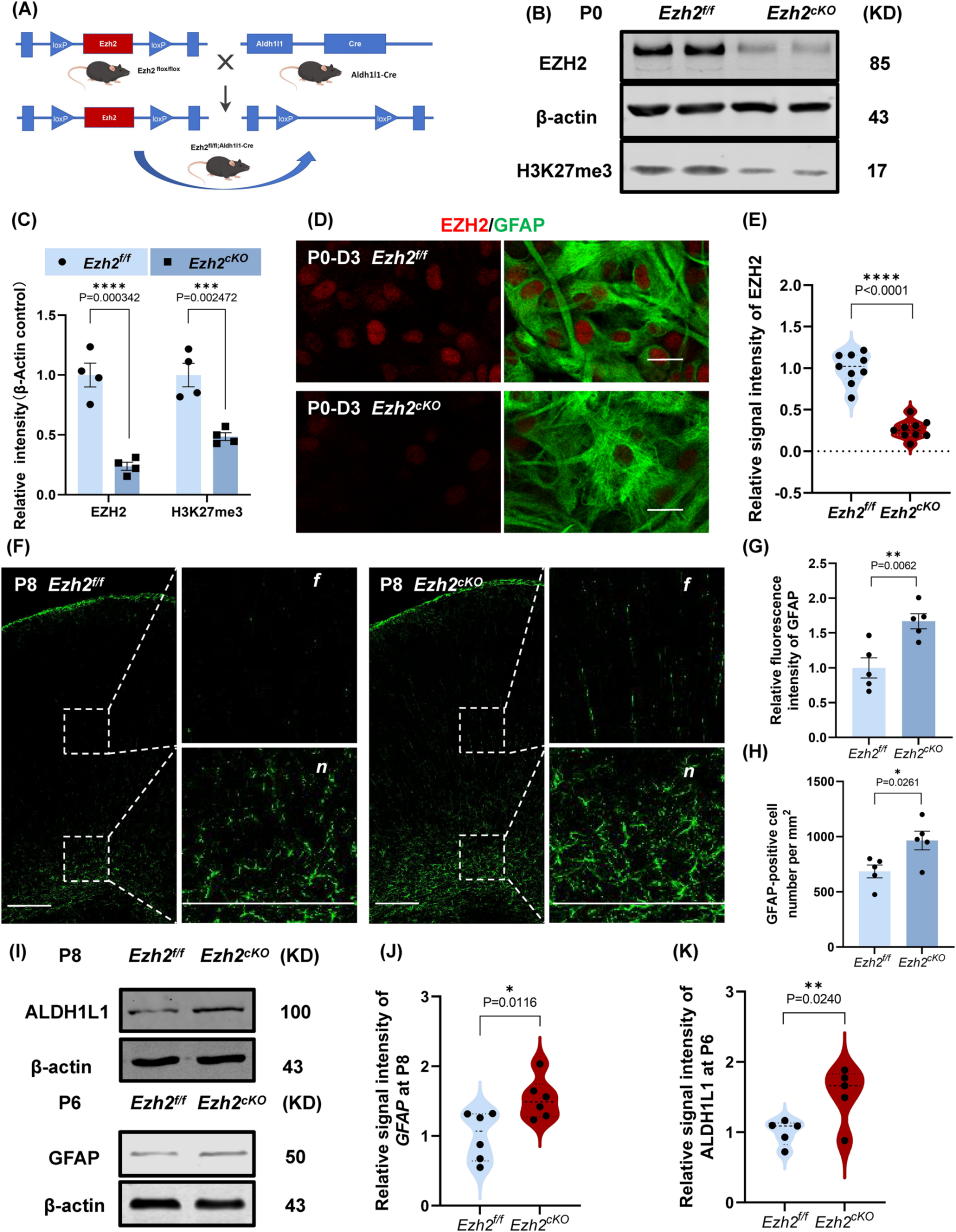
To further explore the role of Ezh2 during the morphogenesis phase of astrocytes, we constructed Ezh2_cKO‐Aldh1l1_ conditional knockout mice. We observed a significant increase in the number of fine processes and the expression of related gliogenesis proteins in astrocytes from Ezh2_cKO‐Aldh1l1_ mice. (A) Schematic diagram of constructing Ezh2 conditional knockout mice in astrocytes. (B) The proteins of EZH2 and H3K27me3 in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ cerebral cortex at P0 were detected and quantified by western blotting. (C) Statistic analysis of the relative intensity of Ezh2 in WB detection, *n* = 4. (D) Immunofluorescence staining of EZH2 in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ cerebral cortex at P0. Scale bars, 20 μm. (E) Quantification showing the decreased fluorescence intensity of EZH2 in Ezh2_cKO‐Aldh1l1_ mice at P0 (*n* = 6 mice per group). (F) Immunofluorescence staining of GFAP in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ cerebral cortex at P8. Scale bars, 200 μm count the fluorescence intensity(f) and cell number(*n*) separately. (G, H) Quantification showing the decreased fluorescence intensity (F‐f) and GFAP‐positive cell number (F‐n) of GFAP in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ mice at P8 (*n* = 5 mice per group). (I) The proteins of GFAP(P8) and ALDH1L1(P6) in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ cerebral cortex were detected and quantified by western blotting. (J) Statistic analysis of the relative intensity of GFAP in WB detection, *n* = 6. (K) Statistic analysis of the relative intensity of ALDH1L1 in WB detection, *n* = 5.

Next, we examined the phenotypic differences between wild‐type and *Ezh2* ^*cKO*^ mice. Cortical area measurements at P2 and P8 showed no significant differences in overall brain morphology (Figure S2B,C). However, when we performed GFAP immunofluorescence staining on cortical tissue at P8, we noted a substantial increase in both the fluorescence intensity and the number of GFAP‐positive astrocytes in the *Ezh2* ^*cKO*^ mice (Figure 2F–H). Protein‐level analysis also revealed increased expression of GFAP and ALDH1L1 in *Ezh2* ^*cKO*^ mice (Figure 2I–K), indicating that EZH2 is a key regulatory factor for astrocyte development and that its deletion leads to an increase in astrocyte number.

### 2.2 Loss of *Ezh2* Affects Astrocyte Morphology in Both Cell Culture and Animal Models

To explore the morphological impact of *Ezh2* deletion on astrocytes, we first isolated primary astrocytes from the P3 cortices of both wild‐type and *Ezh2* ^*cKO*^ mice, cultured them for 3 days, and performed GFAP immunofluorescence staining (Figure 3A). The results demonstrated that astrocytes from *Ezh2* ^*cKO*^ mice exhibited a more elongated morphology compared to wild‐type astrocytes. To quantify these changes, we measured cell area (Figure 3B) and the average length of the longest dendrite (Figure 3C). While no significant differences were observed in cell area, the longest dendrite length in *Ezh2* ^*cKO*^ astrocytes was significantly increased.

**FIGURE 3:**
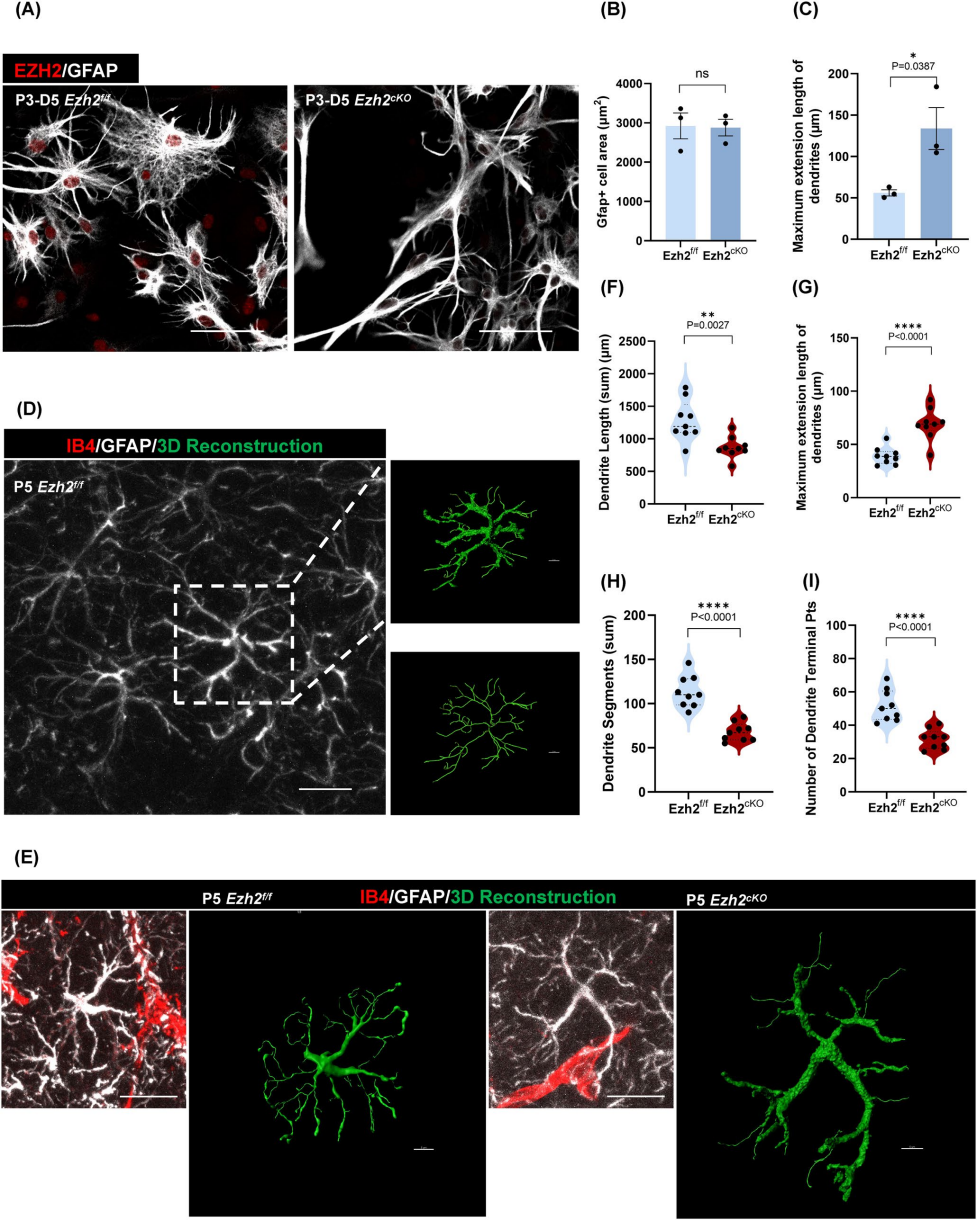
Lack of Ezh2 in astrocytes during early morphological dScrambleelopment affects astrocyte morphology in vitro and in vivo. (A) Immunofluorescent staining for GFAP with primary astrocytes cultured 5 days after isolation from cerebral cortex of mice at P3. Scale bar, 100 μm. (B) Statistic analysis of GFAP+ cell area (μm^2^), *n* = 3. Calculate the average area of all complete cells in each field of view. (C) Statistic analysis of the maximum extension length of dendrites (μm), *n* = 3. (D) Schematic diagram of cell morphology statistics: Immunofluorescence staining and thin‐layer scanning of the cerebral cortex of mice at P5, and then 3D reconstruction and statistics of the GFAP‐positive cell morphology. Scale bar, 20 μm (left), 5 μm (right). (E) Representative morphological images of 3D‐reconstructed cortical astrocytes in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ mice at P5, *n* = 9. Scale bar, 20 μm (left), 5 μm (right). (F) Statistical analysis of the sum of dendritic lengths (μm), *n* = 9. (G) Statistical analysis of maximum extension length of dendrites (μm), *n* = 9. (H) Statistical analysis of dendrite segments, *n* = 9. The schematic diagram of the statistical part can be seen in Figure S3A. (I) Statistical analysis of the number of dendrite terminal points, *n* = 9.

To confirm whether these morphological alterations were reflected in vivo, we performed immunofluorescence staining on P8 cortical tissue and utilised Imaris 9.0.1 software for 3D reconstruction and morphological analysis of GFAP‐positive astrocytes (Figures 3D,E and S3A). Our results revealed that, in *Ezh2* ^*cKO*^ mice, astrocytes exhibited a significant reduction in the total dendritic length, branch point number and terminal branch number (Figure 3F,H,I). However, there was no significant difference in the number of primary branches (Figure S3B). In contrast, the maximum dendritic length was significantly increased (Figure 3G), further corroborating our in vitro findings. These results suggest that EZH2 deletion leads to substantial alterations in astrocyte morphology, characterised by a more elongated but less branched dendritic structure.

### 2.3 Decreased Astrocyte Vascular Coverage and Blood–Brain Barrier Dysfunction in *Ezh2* ^*cKO*^ Mice

Given the observed changes in astrocyte morphology, we next explored whether these alterations affected the coverage of blood vessels by astrocyte endfeet. Previous studies have shown that changes in astrocyte morphology and function can lead to reduced endfoot coverage and disruption of the BBB in various neurological conditions [26]. To investigate this, we performed immunofluorescence staining on P8 cortical sections of wild‐type and *Ezh2* ^*cKO*^ mice, followed by 3D reconstruction of the astrocyte endfoot and adjacent vasculature (Figure 4A,F). We found that astrocyte endfoot coverage of blood vessels was significantly reduced in *Ezh2* ^*cKO*^ mice (Figure 4C).

**FIGURE 4:**
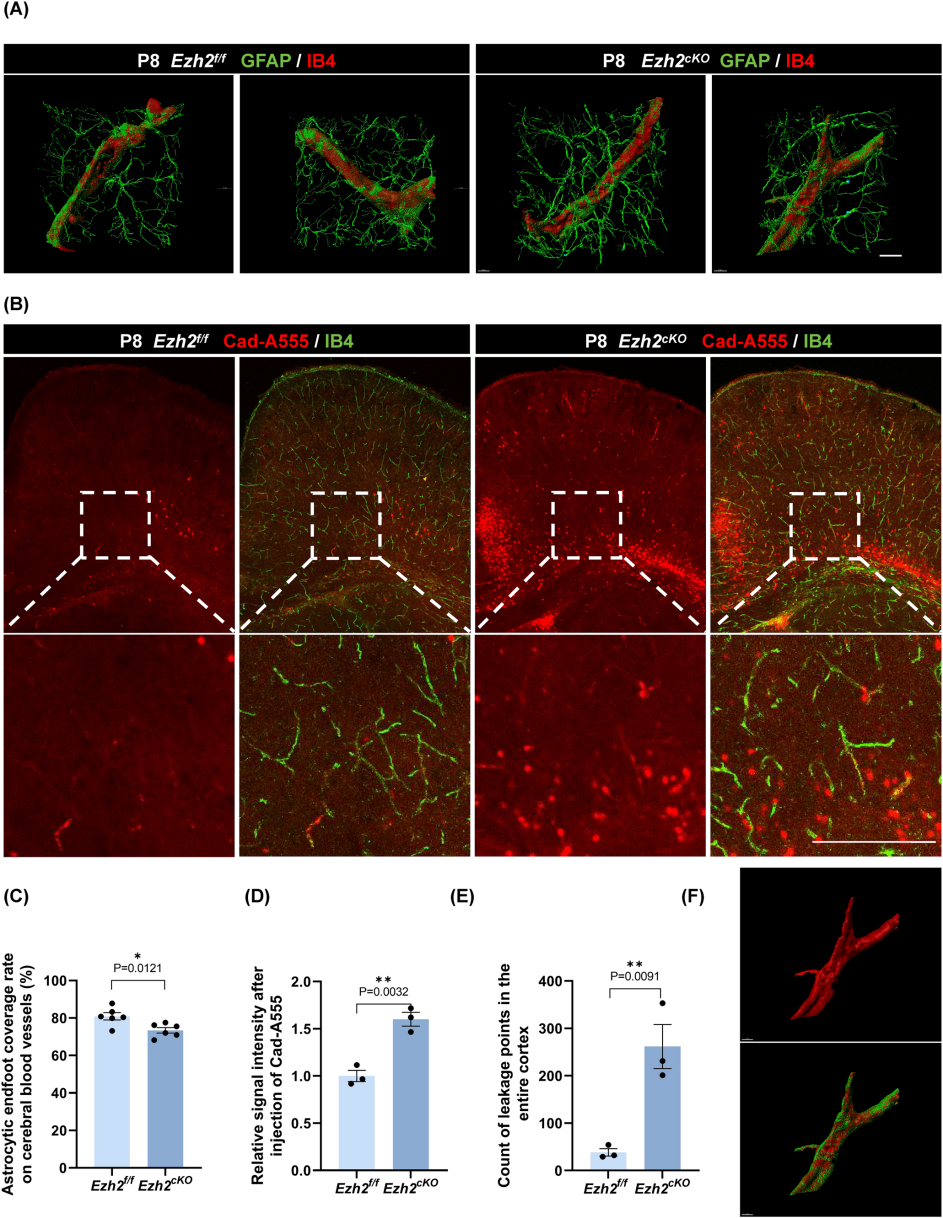
The changes in astrocyte morphology resulted in a decrease in the astrocytic endfoot coverage rate in cKO mice, and further exploration rScrambleealed that the blood–brain barrier of Ezh2_cKO‐Aldh1l1_ group mice was damaged. (A) Representative morphological images of 3D‐reconstructed astrocytic endfeet coverage on cerebral blood vessels in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ mice at P8, *n* = 6. Scale bar, 10 μm. (B) Immunofluorescent staining for Ib4 on the cortex after being injected with Alexa Fluor 555 cadaverine (Cad‐A555) at P8. Scale bar, 200 μm. (C) Statistic analysis of astrocytic endfoot coverage rate on cerebral blood vessels (%), *n* = 6. (D) Statistic analysis of the relative signal intensity after injection with Cad‐A555, *n* = 3. (E) Statistic analysis of the count of leakage points in the entire cortex, *n* = 3. (F) Schematic diagram of the vascular surface area (red) and astrocytic endfeet coverage area (green).

We further assessed BBB integrity by injecting Alexa Fluor 555 cadaverine (Cad‐A555) into the peritoneal cavity of P8 mice. After 2 h, we performed IB4 immunofluorescence staining and analysed the distribution of Cad‐A555 in the cortex (Figure 4B). The results revealed that *Ezh2* ^*cKO*^ mice exhibited significantly increased fluorescence intensity of Cad‐A555 and a greater number of leakage points (Figure 4D,E), confirming that BBB permeability was significantly compromised in these mice. This suggests that EZH2 deletion in astrocytes leads to a functional impairment of the BBB, likely due to altered astrocyte morphology and reduced endfoot coverage.

### 2.4 Vascular Abnormalities and Decreased Tight Junction Proteins in *Ezh2* ^*cKO*^ Mice

We further investigated the influence of astrocyte dysfunction on vascular development. For this purpose, we performed IB4 immunofluorescence staining on cortical sections from P8 wild‐type and *Ezh2* ^*cKO*^ mice and quantified vascular density and vessel diameter (Figure 5A). The results revealed vascular abnormalities in the *Ezh2* ^*cKO*^ mice, marked by elevated vascular density but a reduction in vascular diameter (Figure 5B,C). These findings are reminiscent of the compensatory vascular changes observed in clinical conditions such as moyamoya disease, where small vessels proliferate following cerebral ischemia but fail to adequately compensate for the loss of larger vessels [27, 28]. Moreover, we observed a notable decline in the expression of tight junction proteins, Claudin‐5 and ZO1, in the *Ezh2* ^*cKO*^ mice (Figure 5D–F), further suggesting that the disruption of the BBB is a key consequence of *Ezh2* deletion in astrocytes.

**FIGURE 5:**
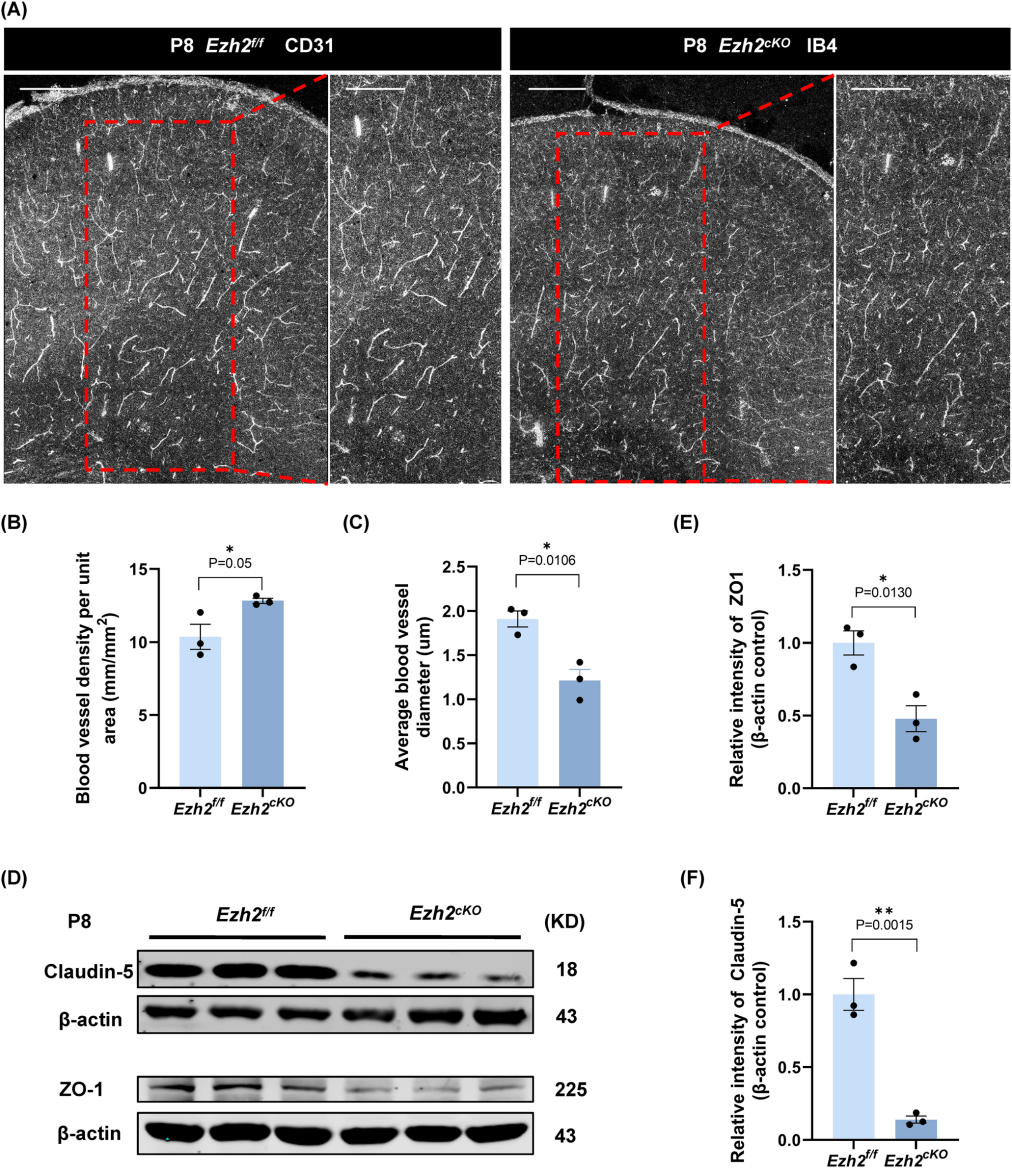
Ezh2_cKO‐Aldh1l1_ mice exhibit abnormal vascular development in the cerebral cortex along with a reduction in tight junction proteins. (A) Immunofluorescent staining for IB4 with mouse brains at P8. Scale bar, 200 μm. (B) Statistic analysis of the blood vessel density per unit area (mm/mm_2_), *n* = 3. (C) Statistic analysis of the average blood vessel diameter (um), *n* = 3. (D) The protein of Claudin‐5 and ZO1 in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ astrocytes of the cerebral cortex was detected and quantified by western blotting, *n* = 3. (E, F) Statistical analysis of the relative intensity of Claudin‐5 and ZO1 in WB detection, *n* = 3.

### 2.5 Upregulation of DDN and Its Association With H3K27me3 in *Ezh2* ^*cKO*^ Astrocytes

To explore the molecular mechanisms underlying the effects of *Ezh2* knockout, we performed RNA‐sequencing (RNA‐seq) on astrocytes extracted from the P5 cortex of *Ezh2* ^*f/f*^ and *Ezh2* ^*cKO*^ mice (Figure 6A). 

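Astrocytes were isolated with magnetic beads that carry an antibody to GLAST, a glutamate transporter on the astrocyte surface, and their RNA was sequenced on an Illumina platform. The Ezh2 cKO mice carry Ezh2 alleles that Cre recombinase, expressed from the astrocyte gene Aldh1l1, removes in astrocytes. There were 2 libraries from Ezh2 f/f and 2 from Ezh2 cKO mice at P5. For each of 29224 genes the authors deposited the number of reads counted, without normalization, together with FPKM values, their own comparison of the groups and gene ontology terms. The paper's text does not name the aligner, the counting tool, or the tool and threshold used for differential expression. Total counts were 17522152 and 16273308 in the Ezh2 f/f libraries and 17330230 and 16678309 in the Ezh2 cKO libraries. At this depth a gene with 3 counts, the limit of detection used here, has between 0.171 and 0.184 CPM, which are counts scaled to library size. The libraries of a group differed by more than sampling noise (chi-square over its degrees of freedom, 8.92 in Ezh2 f/f and 5.68 in Ezh2 cKO) and were treated as replicates. Counts were normalized by the TMM method and compared with edgeR's quasi-likelihood test over the 16793 genes that passed its filter on low counts. All fold changes are Ezh2 cKO over Ezh2 f/f, and adjusted p-values are by the Benjamini-Hochberg method. Ezh2 itself (ENSMUSG00000029687) is listed on chromosome 6 from 47507073 to 47572275, on the minus strand. The genome build of these coordinates is not named, and they are not those of GRCm38, from which 28218 of 28799 matched genes differ. Ezh2 had 434 and 327 counts in the Ezh2 f/f libraries and 211 and 164 in the Ezh2 cKO libraries. Its level was 23.1 ± 3.25 CPM (SD, n = 2) in Ezh2 f/f and 10.7 ± 1.77 CPM (SD, n = 2) in Ezh2 cKO, a log2 fold change of -1.11 (standard error 0.16, adjusted p = 3.26e-05 from edgeR). Of the alternative analyses, limma on log2(FPKM + 1) moved this value most, to -0.72 (adjusted p = 0.00306, within a range of 7.63e-11 to 0.162 over the alternatives).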

Bioinformatics analysis identified 974 genes with significant upregulation and 749 genes with downregulated expression in *Ezh2* ^*cKO*^ astrocytes. 

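At an adjusted p-value under 0.05 in edgeR, 5831 genes were higher and 5650 lower in Ezh2 cKO astrocytes. The alternative that moved this count most was an unequal-variance test on FPKM, chosen after the values were seen, with 0 higher and 0 lower genes at an adjusted p under 0.05, and 1569 higher and 953 lower at an unadjusted p under 0.05 with at least a 2-fold change. That test takes the variance of each gene from its own 2 libraries per group, without sharing it across genes, and so has little power. With an unadjusted p under 0.05 and at least a 2-fold change in edgeR, 3231 genes were higher and 2374 lower. Without the fold change threshold there were 6042 higher and 5857 lower genes. The smallest counts among the alternatives planned at the start came from limma on log2(FPKM + 1), with 1601 higher genes, 1534 of them among the 3231, and 1083 lower genes, 1032 of them among the 2374. Among genes with at least a 2-fold change whose Ezh2 cKO libraries both lay on the same side of both Ezh2 f/f libraries, the higher genes with the smallest p were Slc1a2, Gpr37l1 (log2 fold change 5.94), Camk2a (3.04), Gm6166 (4.75) and Kcnj9 (5.02). Gm6166 is annotated as a processed pseudogene and may share reads with its parent gene, so its value is uncertain. The lower genes with the smallest p were Mex3a (-3.41), Sox11 (-2.99), Soga1 (-2.85), Igfbpl1 (-3.31) and Slc17a9 (-5.68).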

Gene ontology and KEGG pathway analysis indicated that the upregulated genes were predominantly involved in the MAPK signalling pathway and biological processes related to the spliceosome (Figure 6B,C). 

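The deposited annotation lists gene ontology (GO) terms but no KEGG pathways per gene, so the GO term MAPK cascade was tested in place of the MAPK signalling pathway and the GO term spliceosomal complex in place of the spliceosome. Overrepresentation was tested with a 2-sided Fisher's exact test among the 14778 tested genes with a GO term, of which 2707 were higher and 2005 lower with at least a 2-fold change. MAPK cascade held 15 higher genes out of 65 (odds ratio 1.37, Fisher's exact p = 0.334, adjusted p = 0.718 over 3307 terms) and 2 lower genes out of 65 (odds ratio 0.25, p = 0.00971, adjusted p = 0.178). Spliceosomal complex held 30 lower genes out of 96 (odds ratio 2.95, Fisher's exact p = 6.67e-06, adjusted p = 0.00130) and 3 higher genes out of 96 (odds ratio 0.17, p = 1.37e-05, adjusted p = 9.04e-04). The term with the smallest p among those overrepresented in the higher genes was postsynaptic membrane (81 of 233 genes, odds ratio 2.43, adjusted p = 8.80e-07), and in the lower genes it was cytosolic large ribosomal subunit (64 of 178 genes, odds ratio 3.67, adjusted p = 1.01e-10). Ribosomal protein genes have many pseudogenes that could share their reads, so the latter is uncertain. As sets, tested with camera on all 16793 genes, the MAPK cascade genes had a median log2 fold change of 0.38 (camera adjusted p = 0.0331 after edgeR), with 28 higher and 14 lower at an adjusted p under 0.05 over all genes, and the same counts, 28 and 14, when adjusted over the list alone. Without the filter on low genes the median was 0.28 and the set no longer passed the threshold (adjusted p = 0.0516, within a range of 0.00173 to 0.139 over the alternatives). Without Ezh2 cKO replicate 1 it was 0.25. The spliceosomal complex genes had a median of -0.80 (camera adjusted p = 2.57e-08), with 8 higher and 68 lower over all genes, or 8 and 70 when adjusted over the list alone. Both calls hold under fry, a rotation test that estimates the correlation between genes (adjusted p = 0.00257 for each). Mapk3, which encodes the kinase ERK1, had a log2 fold change of 0.82 (standard error 0.09, adjusted p = 1.16e-06 from edgeR).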

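Transcripts of PRC2, the complex that places H3K27me3 on chromatin, and of developmental regulators that PRC2 is known to silence in many tissues were compared in the same libraries, using lists written at the start. Of 11 PRC2 component genes, 7 were lower and 0 higher in Ezh2 cKO at an adjusted p under 0.05 over all genes in edgeR, and also 7 and 0 when adjusted over the list alone. At an unadjusted p under 0.05 the counts were 8 and 0. Besides Ezh2 they include Eed, Rbbp4 (log2 fold change -0.51), Jarid2 (-0.50) and Suz12 (-0.49), whereas Ezh1, the other gene for a catalytic subunit, was at -0.02. The list's median was -0.49 (camera adjusted p = 0.0867). Of 88 Polycomb target genes in the list, 52 have counts in the tables and 18 had enough counts to be tested. Of these 18, 6 were lower and 1 higher over all genes, or 4 and 1 when adjusted over the list alone. The median log2 fold change was -0.56 (camera adjusted p = 0.103). Isl1 (-2.33), Lhx1 (-2.95), Gata2 (-2.10) and Tbx2 (-1.30) were among the lower genes, and Tbx1 (0.80) was the higher one. From which cells the reads of these 18 genes came was not tested. Under fry both lists pass the threshold (adjusted p = 0.0215 for the PRC2 components and 0.0291 for the Polycomb targets), and without the filter on low genes both pass it with camera (0.0327 and 0.0470). Over all alternatives the adjusted p ranged from 0.0215 to 0.259 for the PRC2 components and from 0.0291 to 0.429 for the Polycomb targets.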

Given that EZH2 is a catalytic subunit of the Polycomb Repressive Complex 2 (PRC2) and a critical epigenetic modulator, its function in gene silencing via the catalysis of H3K27me3 suggests that the upregulation of these genes in the absence of EZH2 reflects the loss of this epigenetic repression [15].

**FIGURE 6:**
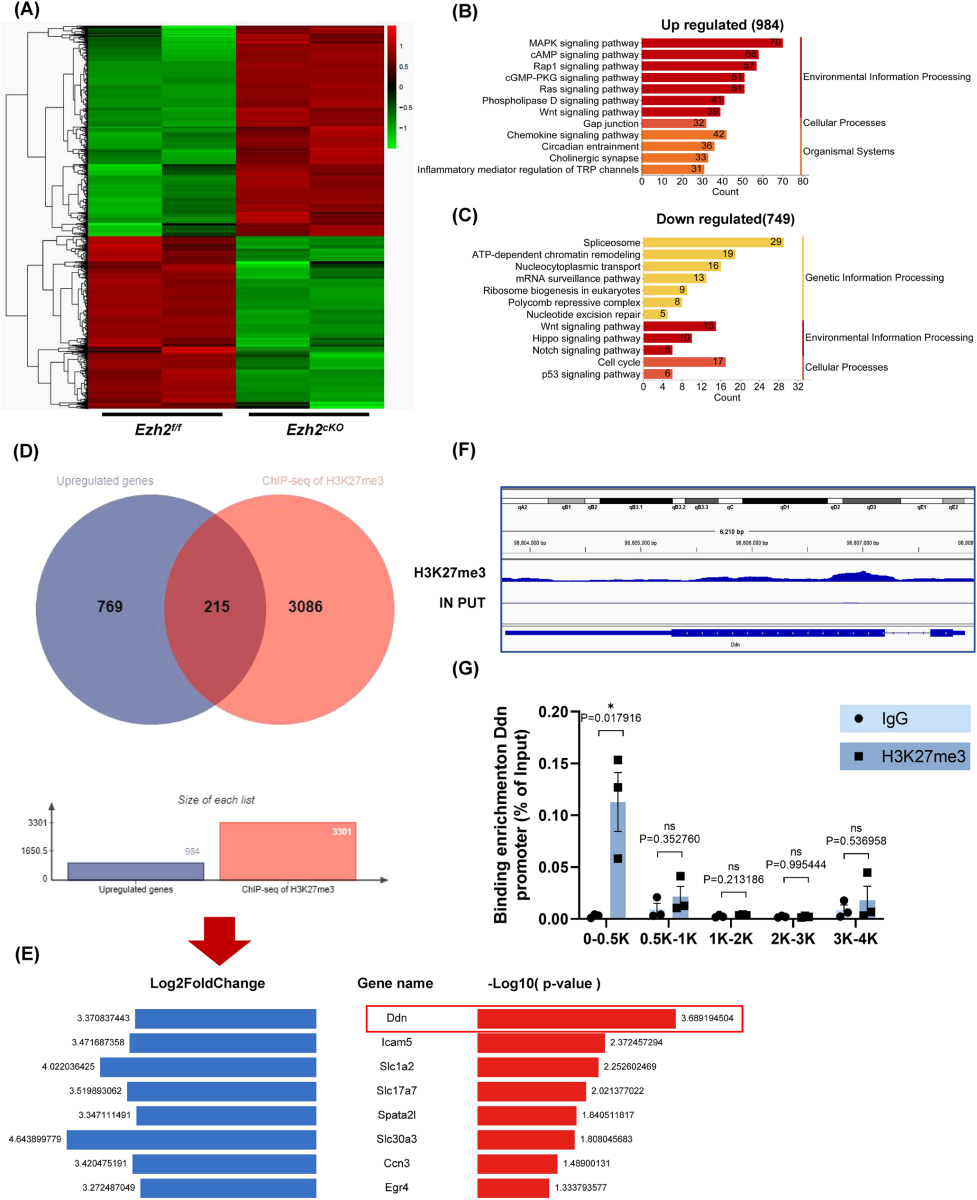
The loss of Ezh2 in astrocytes significantly upregulates Ddn, a downstream target gene of H3K27me3. (A) Heap map of RNA‐sequencing data of astrocytes from P5 mice. (B, C) Upregulated and downregulated signalling pathways by KEGG analysis. (D) By intersecting 984 upregulated genes from RNA‐seq with 3301 peak genes from H3K27me3 ChIP‐seq data, we have filtered out a total of 215 genes. (E) Sort the *p* value and Log_2_ fold change values for 215 intersecting genes. (F) Peaks of Ddn in H3K27me3 ChIP‐seq data. (G) ChIP experiment verified that H3K27me3 binds to the site of the Ddn promoter (*n* = 3 independent experiments).

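The RNA-seq values of the genes named in Figure 6E are given here for the same libraries; their overlap with H3K27me3 peaks is not analysed here. Ddn (ENSMUSG00000059213) is listed on chromosome 15 from 98701658 to 98707371, Icam5 on chromosome 9 from 20943369 to 20950332, Slc1a2 on chromosome 2 from 102489004 to 102621129 and Slc17a7 on chromosome 7 from 44813373 to 44825566. Spata2l is listed on chromosome 8 from 123956540 to 123962972, Slc30a3 on chromosome 5 from 31243450 to 31265581, Ccn3 on chromosome 15 from 54609098 to 54617435 and Egr4 on chromosome 6 from 85488103 to 85490571, all in the unnamed build of the deposited tables. Ddn rose from 54.7 ± 5.79 CPM (SD, n = 2) to 534 ± 14.7 CPM (SD, n = 2), a log2 fold change of 3.29 (standard error 0.10, adjusted p = 2.49e-11 from edgeR). Slc1a2, which encodes a glutamate transporter of astrocytes, rose from 65.0 ± 0.0919 to 997 ± 26.5 CPM (SD, n = 2 each), a log2 fold change of 3.94 (standard error 0.09, adjusted p = 4.15e-12). Slc17a7, which encodes a vesicular glutamate transporter of excitatory neurons, rose from 125 ± 13.2 to 1353 ± 64.8 CPM (SD, n = 2 each), with a log2 fold change of 3.44. The log2 fold change was 3.38 for Icam5, 3.26 for Spata2l, 4.57 for Slc30a3, 3.33 for Ccn3 and 3.18 for Egr4, and their adjusted p-values in edgeR ranged from 4.14e-11 (Spata2l) to 2.71e-09 (Egr4). For all of these genes both Ezh2 cKO libraries had more CPM than both Ezh2 f/f libraries, and the difference between the group means was larger than the spread between replicates. In the unequal-variance test on FPKM none of them had an adjusted p under 0.05 (from 0.0713 for Ddn to 0.132 for Egr4), although at an unadjusted p under 0.05 all of them passed.

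**Figure D1:**
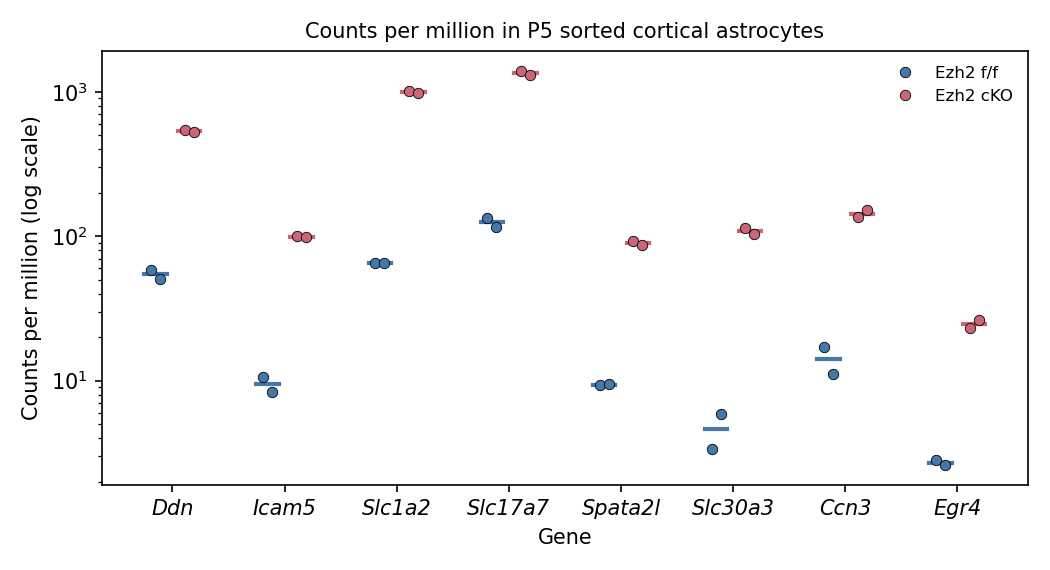
CPM of the genes named in Figure 6E in each library, on a log axis. Points are single libraries and short lines show the group means; for each gene both Ezh2 cKO libraries lie above both Ezh2 f/f libraries, and Ddn lies at a mean of 54.7 in Ezh2 f/f and 534 in Ezh2 cKO.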

Among the 974 upregulated genes, we identified *Ddn* as the most significantly upregulated gene. 

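Ranked by p in edgeR among the genes higher in Ezh2 cKO, Ddn was number 12. Slc1a2 was number 1, Slc17a7 number 6, Spata2l number 19, Icam5 number 27, Slc30a3 number 30, Ccn3 number 128 and Egr4 number 228. Under the alternative analyses Ddn ranked between 6, with DESeq2, and 20, with GC content and gene length regressed out. In the comparison the authors deposited, 6 genes higher in Ezh2 cKO have a smaller p than Ddn. Ranked by size, 243 genes with an adjusted p under 0.05 had a larger log2 fold change than Ddn. DDN is a protein of the postsynaptic side of neurons, and transcripts of neurons were abundant in these libraries. Tubb3, a neuronal tubulin gene, ranked number 7 by mean FPKM in Ezh2 f/f. In Ezh2 cKO it ranked number 15, with a log2 fold change of -0.71, so it fell while Ddn rose. In a list of 20 pan-neuron genes, 18 were higher and 1 lower at an adjusted p under 0.05 in edgeR. Which cells the reads of Ddn came from was not tested.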

To further investigate the relationship between *Ddn* and *Ezh2*, we cross‐referenced these genes with a list of 3301 genes previously shown to interact with H3K27me3, based on ChIP‐seq data for postnatal astrocytes, and identified *Ddn* as a prominent target (Figure 6D–F). Moreover, ChIP assays confirmed that EZH2 directly binds to the promoter region of the *Ddn* gene (Figure 6G), suggesting that *Ddn* is a key transcriptional target of EZH2 in astrocytes.

### 2.6 DDN Regulates Astrocyte Cytoskeleton via the MAPK/ERK Pathway

To further investigate the functional implications of *Ddn* upregulation, we investigated the MAPK/ERK pathway activation in *Ezh2* ^*cKO*^ mice. The results indicated a significant enhancement in the phosphorylation of ERK1/2 (Figure 7A–C). To explore the downstream effects of *Ddn* expression on astrocyte cytoskeletal regulation, we examined the organisation of actin filaments in cultured astrocytes. We found that upregulation of *Ddn* induced notable changes in the astrocytic cytoskeleton, including increased dendritic complexity, which was partially mediated through the MAPK/ERK signalling pathway (Figure 7D,E).

**FIGURE 7:**
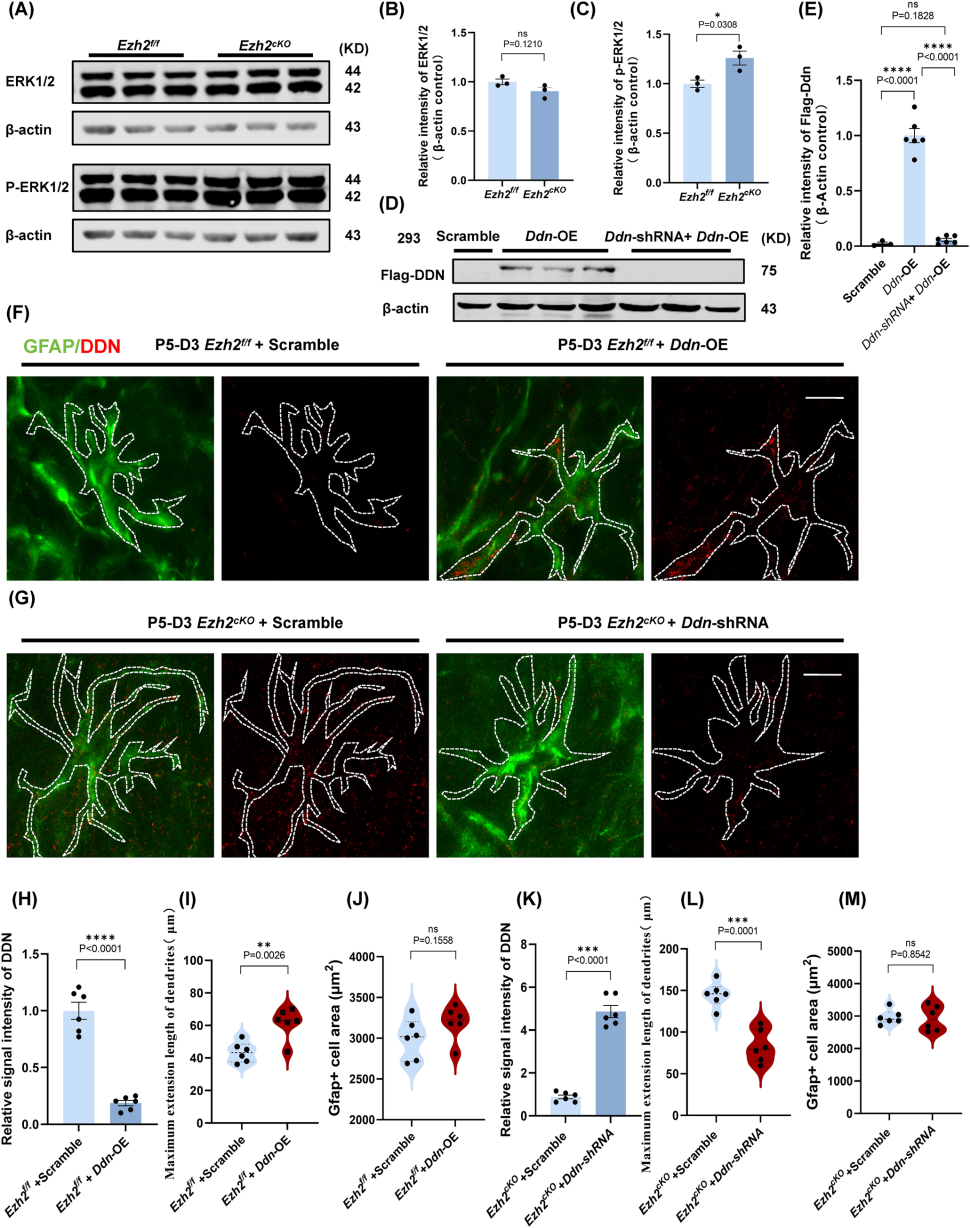
The upregulated Ddn affects the astrocyte cytoskeleton through the MAPK/ERK signalling pathway, thereby altering its cellular morphology. (A) The protein of ERK1/2 and p‐ERK1/2 in astrocytes of Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ mice at P5 was detected and quantified by western blotting. (B, C) Statistical analysis of the relative intensity of ERK1/2 and p‐ERK1/2 in WB detection, *n* = 3. (D) The functions of knockdown plasmids (Ddn‐shRNA) and overexpression plasmids (Ddn‐OE) were tested using 293 cell lines, and the knockdown efficiency was verified. The protein of Flag‐Ddn in Scramble and Ddn‐shRNA and (Ddn‐shRNA+Ddn‐OE) was detected and quantified by western blotting. (E) Statistical analysis of the relative intensity of Flag‐DDN in WB detection, *n* = 6 (Ddn‐shRNA and (Ddn‐shRNA+Ddn‐OE)), *n* = 3 (Scramble). (F) Phenotype confirmed by knocking down Ddn gene in astrocytes of Ezh2_f/f_ mice: Immunofluorescent staining for GFAP and Ddn with primary astrocytes cultured for 3 days and infected with Ddn‐shRNA enveloped with virus for 3 days after isolation from the cerebral cortex of Ezh2_f/f_ mice at P5. Scale bar, 50 μm. (G) Overexpression of Ddn in astrocytes of Ezh2_cKO‐Aldh1l1_ mice rescues the phenotype: Immunofluorescent staining for GFAP and Ddn with primary astrocytes cultured for 3 days and infected with Ddn‐shRNA enveloped with virus for 3 days after isolation from the cerebral cortex of Ezh2_cKO‐Aldh1l1_ mice at P5. Scale bar, 50 μm. (H) Statistic analysis of the relative intensity of Ddn in Immunofluorescent staining from (C), *n* = 6. (I) Statistic analysis of GFAP+ cells from (C) area (μm^2^), *n* = 6. Calculate the average area of all complete cells in each field of view. (J) Statistic analysis of the maximum extension length of dendrites (μm) from (C), *n* = 6. (K) Statistic analysis of the relative intensity of Ddn in Immunofluorescent staining from (D), *n* = 6. (L) Statistic analysis of GFAP+ cell from (D) area (μm^2^), *n* = 6. Calculate the average area of all complete cells in each field of view. (M) Statistic analysis of the maximum extension length of dendrites (μm) from (D), *n* = 6.

Subsequently, we conducted phenotype rescue studies to further validate the role of *Ddn* in the observed morphological changes. First, we cultured primary astrocytes from wild‐type mice and infected them with lentiviruses carrying *Ddn*‐OE. The results showed that overexpression of *Ddn* in astrocytes recapitulated the morphological phenotypes observed in *Ezh2* ^*cKO*^ astrocytes (Figure 7F,H–J). Next, we cultured primary astrocytes from *Ezh2* ^*cKO*^ mice and infected them with lentiviruses carrying *Ddn–shRNA*. The results demonstrated that the knockdown of *Ddn* in *Ezh2* ^*cKO*^ astrocytes largely restored their morphology to wild‐type levels (Figure 7G,K–M), further supporting the pivotal role of *Ddn* in mediating the morphological changes associated with *Ezh2* deletion.

### 2.7 *Ezh2* ^*cKO*^ Led to Autism‐Like Behavioural in Mice

Given the observed morphological abnormalities and the disruption of BBB integrity, we hypothesised that these changes might contribute to the development of various neurological disorders. For instance, reduced complexity in astrocyte morphology has been associated with disorders such as OCD [13], while compromised BBB integrity and mitochondrial dysfunction are hallmarks of autism spectrum disorders [29]. To assess behavioural changes in *Ezh2* ^*cKO*^ mice, we conducted a series of tests, including the marble burying assay and ultrasonic vocalisation (USV) analysis.

In the USV experiment, we assessed P8 pups from wild‐type and *Ezh2* ^*cKO*^ mice. *Ezh2* ^*cKO*^ mice exhibited a notable reduction in the total number of vocalisations and the total duration of vocalisation, while the average duration of each vocalisation episode remained unchanged. These findings suggest that *Ezh2* ^*cKO*^ mice may exhibit autism‐like traits (Figure 8E–H). In the marble burying assay, we tested P30 mice and found no significant difference in the number of marbles buried between the wild‐type and *Ezh2* ^*cKO*^ mice, suggesting that the *Ezh2* ^*cKO*^ mice do not exhibit anxiety‐like behaviour (Figure 8I,J). To assess neuronal function in the *Ezh2* ^*cKO*^ mice, we performed NEUN immunofluorescence staining and TUJ1 protein‐level analysis on cortical sections from P8 mice (Figure 8A,C). Both the staining and protein‐level measurements exhibited no significant variation across the groups (Figure 8B,D), suggesting that neuronal development is not markedly affected by the deletion of *Ezh2* in astrocytes.

**FIGURE 8:**
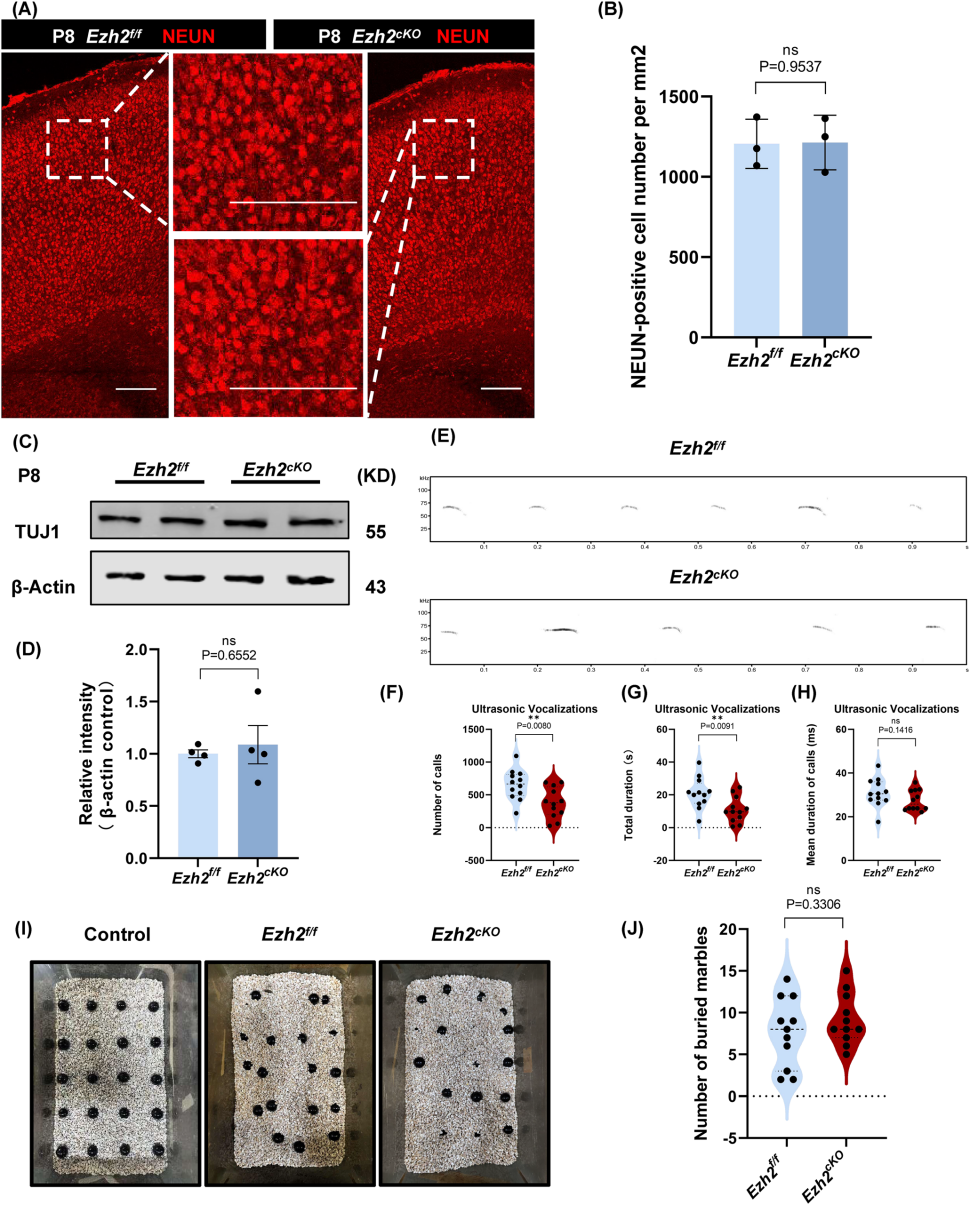
Ezh2_cKO‐Aldh1l1_ showed autistic tendencies, which may be related to the disruption of the blood–brain barrier, but no differences were found in neuronal tests. (A) Immunofluorescent staining for IB4 with mouse brains at P8. Scale bar, 200 μm. (B) Statistic analysis of NEUN‐positive cell number per mm^2^, *n* = 3. (C) The protein of TUJ1 in Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ astrocytes of the cerebral cortex was detected and quantified by western blotting, *n* = 3. (D) Statistic analysis of the relative intensity of TUJ1 in WB detection, *n* = 3. (E) Representative spectrogram of the ultrasonic vocalisations (USVs) in isolated pups at P8. (F) Statistical analysis showed that the number of calls (F) and total duration (G) and mean duration of calls (H) (for Ezh2_f/f_ and Ezh2_cKO‐Aldh1l1_ mice, *n* = 12). (I) Representative spectrogram of the marble burying test (MBT) in isolated mice at P30 (Same‐litter same‐sex control). (J) Statistical analysis of the number of buried marbles, *n* = 11.

## 3 Discussion

The complexity of astrocyte morphology is very important for maintaining the normal physiological functions of the nervous system. Understanding the morphogenesis of astrocytes is the basis for understanding the functions of their morphological complexity. The first week after birth is the early stage of astrocyte morphological development in mice, which is mainly responsible for branch extension and establishment of endfeet. It is also the period when morphological changes are most significant [30, 31]. Therefore, this paper mainly focuses on the early morphogenesis of astrocytes. The second and third weeks after birth are the middle and final stages of morphological development, respectively, which are mainly to improve morphological details, coordinate cell distribution, functional development, etc. [32]. Our preliminary experiments revealed that the stable expression plateau of EZH2 in astrocytes closely coincides with the early stages of astrocytic morphogenesis.

The results of this study also revealed the important function of EZH2 in the early morphological development of astrocytes and, for the first time, associated its loss with morphological changes in the development of the nervous system, damage to the BBB function and autism‐like behaviours. By constructing the *Ezh2* ^*cKO*^ mouse model, we found that knocking out *Ezh2* in astrocytes significantly increased the number of astrocytes and the expression level of GFAP, suggesting that *Ezh2* may play a role in inhibiting excessive extension of dendrites in the early stage of astrocyte morphogenesis. In addition, the morphological changes caused by the lack of *Ezh2* further affected the number and structural integrity of astrocyte endfeet, thereby exhibiting BBB leakage. It is known that the coverage of astrocyte endfeet helps maintain the integrity of the blood–brain barrier [26]. The reduced coverage of astrocytic endfeet on blood vessels and the disruption of the BBB observed in *Ezh2* ^*cKO*^ mice indicate that *Ezh2* plays an indirect but critical role in maintaining the integrity of the BBB. Subsequently, we also detected decreased levels of tight junction proteins in endothelial cells of *Ezh2* ^*cKO*^ mice, which also supported the disruption of BBB function. The reason for this result may be, on the one hand, the destruction of the BBB structure after the astrocytic endfoot coverage rate decreases, and, on the other hand, it may also be due to a decrease in the secretion of neurotrophic factors. Both possibilities can explain the phenomenon of small blood vessels and compensatory hyperplasia in Ezh2^cKO^ mice. However, no difference in the expression of neurotrophic factor‐related transcription factors was found in our RNA‐seq results. Therefore, the exact mechanism of blood–brain barrier disruption needs further exploration. This study found that the morphological changes of astrocytes after the lack of Ezh2 were similar to those of reactive astrocytes, and we observed that the increased expression of GFAP is also one of the markers of reactive astrocytes, so we also suspected that the phenotype of cell morphological changes was actually the result of astrocytes differentiating into reactive astrocytes. However, we did not find statistical differences in the expression of related markers (S100a10, C3, Plp1, Serping1, etc.) in the RNA‐seq sequencing results, so this conjecture is not valid.

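The paper's text does not name the transcription factors it compared, and no list of them was tested here. The values given are those of genes for the neurotrophic factors themselves. Of 11 such genes listed at the start, 9 had enough counts to be tested, and their median log2 fold change was 0.52 (camera adjusted p = 0.131). By gene, 5 were higher and 0 lower at an adjusted p under 0.05 over all genes in edgeR, and also 5 and 0 when adjusted over the list alone. At an unadjusted p under 0.05 the counts were 5 and 0. Bdnf had 44 and 25 counts in the Ezh2 f/f libraries and 124 in each Ezh2 cKO library, a log2 fold change of 1.76 (standard error 0.26, adjusted p = 3.70e-05). Manf (0.52, adjusted p = 6.26e-04), Nrtn (1.25, adjusted p = 0.00876) and Artn (1.87, adjusted p = 0.0104) were among the others that were higher in edgeR. Without Ezh2 f/f replicate 1 the list's median was 0.78, and without Ezh2 cKO replicate 1 it was 0.80.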

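S100a10, a marker of A2 reactive astrocytes, rose from 35.5 ± 6.92 CPM (SD, n = 2) to 92.4 ± 7.36 CPM (SD, n = 2), a log2 fold change of 1.38 (standard error 0.12, adjusted p = 2.55e-07 from edgeR). C3, a marker of A1 reactive astrocytes, had 12 and 17 counts in Ezh2 f/f and 7 and 16 in Ezh2 cKO, and a change in it was not detectable at this depth (log2 fold change -0.43, standard error 0.51, adjusted p = 0.470). Its log2 fold change was -0.71 without Ezh2 f/f replicate 1, -0.09 without Ezh2 f/f replicate 2, 0.06 without Ezh2 cKO replicate 1 and -1.15 without Ezh2 cKO replicate 2. Serping1, another A1 marker, was at 11.3 ± 0.239 CPM in Ezh2 f/f and 11.3 ± 1.11 CPM in Ezh2 cKO (SD, n = 2 each; log2 fold change 0.01, standard error 0.16, adjusted p = 0.979), and the sign of its log2 fold change reversed under DESeq2 and under DESeq2's size factors (-0.01 in both). As lists, 10 pan-reactive genes had a median log2 fold change of 0.57 (camera adjusted p = 0.273), 11 A1 genes one of 0.11 (0.909) and 10 A2 genes one of 0.06 (0.909). Of the pan-reactive genes 5 were higher and 2 lower at an adjusted p under 0.05 over all genes, and the same 5 and 2 when adjusted over the list alone. Among them Gfap rose by a log2 fold change of 3.77, Serpina3n by 2.22 and Cd44 by 1.68, whereas Vim was at -1.04. Of the A1 genes 3 were higher and 3 lower over all genes, or 3 and 2 when adjusted over the list alone, and of the A2 genes 4 were higher and 3 lower by either adjustment. The A1 median was -0.08 without Ezh2 cKO replicate 1 and 0.30 without Ezh2 cKO replicate 2. The A2 median was 0.32 without Ezh2 f/f replicate 1, 0.25 without Ezh2 cKO replicate 2, -0.03 without Ezh2 f/f replicate 2 and -0.04 without Ezh2 cKO replicate 1, and -0.05 with a filter of at least 50 counts on average.

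**Figure D2:**
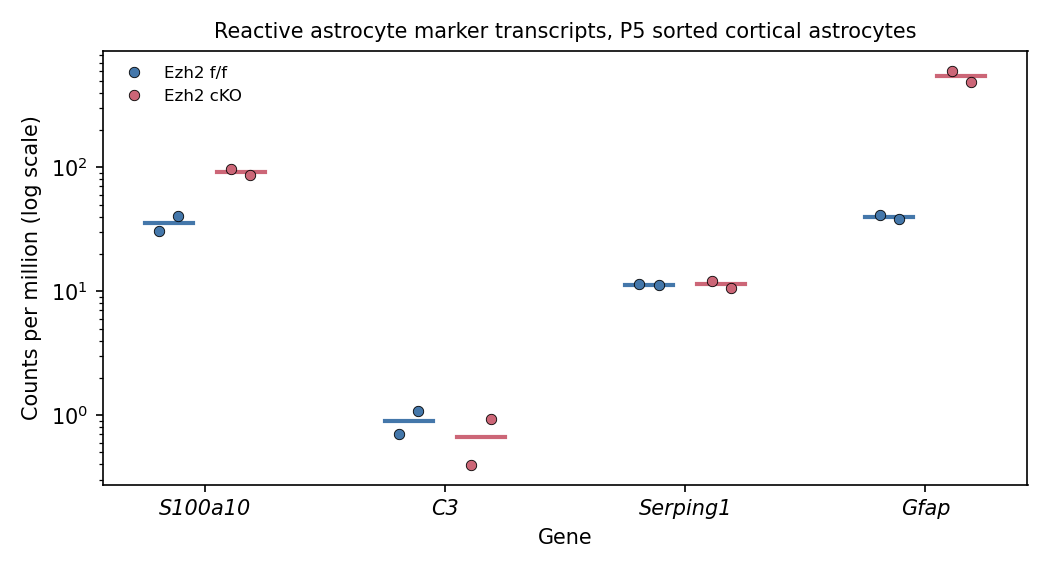
CPM of S100a10, C3, Serping1 and Gfap in each library, on a log axis. Points are single libraries and short lines show the group means; both Ezh2 cKO libraries lie above both Ezh2 f/f libraries for S100a10 and Gfap, while the libraries of the groups overlap for C3 and Serping1.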

Furthermore, we observed that the *Ddn* gene, regulated by H3K27me3, was significantly upregulated following *Ezh2* depletion, influencing the astrocyte cytoskeleton through the MAPK/ERK signalling pathway and subsequently altering cell morphology. 

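In the sequenced libraries the mean FPKM of Ddn was 14.0 in Ezh2 f/f and 145 in Ezh2 cKO, and its log2 fold change was at least 3.18 when each library was left out in turn. The other 185 tested genes with the GO term dendritic spine had a median log2 fold change of 0.37, and 3 of them had a larger log2 fold change than Ddn. From the rise of Ddn in these libraries and from its ChIP data, which are not analysed here, the paper proposes that Ddn is a target of EZH2 in astrocytes. Its Results text speaks of EZH2 at the Ddn promoter, whereas its Methods and figure legend describe ChIP for H3K27me3. The paper states that the rise acts on the astrocyte cytoskeleton. For the effect on cell shape it also reports overexpression and knockdown of Ddn in cultured primary astrocytes, which are not analysed here either.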

In the very limited reports on *Ddn*, we know that DDN is a postsynaptic protein that was first discovered in mouse neurons and is mainly found in the forebrain and hippocampus. Dendritic proteins exist in the cell bodies and dendrites of neurons and are important for maintaining the skeletal structure of cells [33, 34, 35]. Although DDN has been discovered in relatively few locations, it is associated with the cytoskeleton in the tissues where it has been discovered [33, 34, 35, 36]. In 2006, Kawata et al. [35] found that dendritic proteins are also located in the kidneys. In their study, they found that dendritic proteins are connected to the cytoskeletal proteins S–S–SCAM and CIN85, which are important for maintaining cell morphology. By querying the public Tabula Muris database (Figure S4), it was found that *Ddn* was mainly expressed in neurons and that the expression level in astrocytes was very low. Therefore, our experimental results can be interpreted as follows: the loss of EZH2 in astrocytes leads to an abnormal increase in *Ddn* expression, which subsequently affects cytoskeletal dynamics and results in aberrant morphological extension. This ultimately affects the coverage of the astrocytic endfeet on the blood vessels, leading to damage to the BBB, as shown in the mechanism diagram (Figure 9).

**FIGURE 9:**
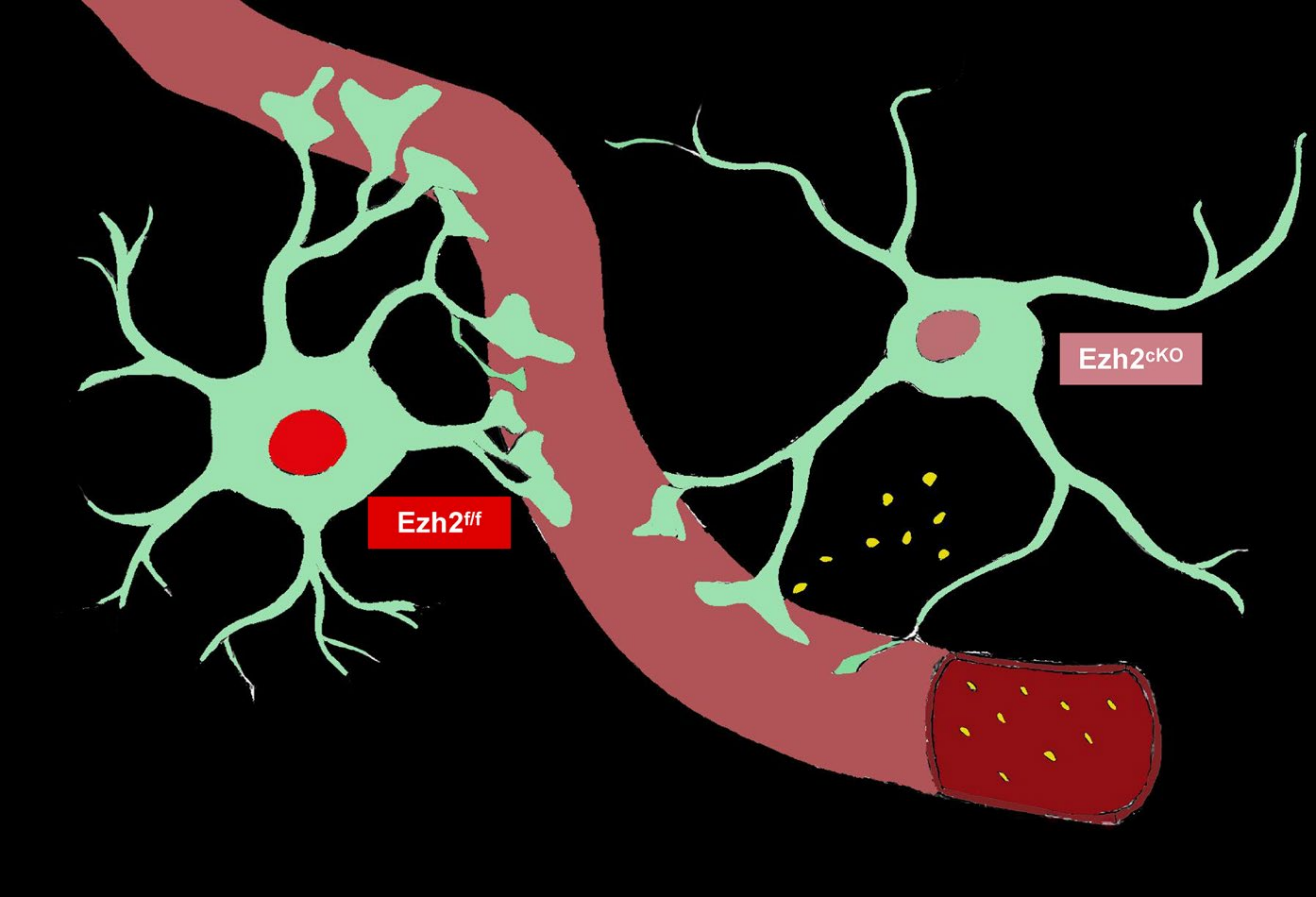
Mechanism diagram. Ezh2‐deficient astrocytes showed morphologically more slender but sparse dendrites, resulting in a reduced endfoot coverage and also causing disruption of the blood–brain barrier.

Finally, we observed that *Ezh2* ^*cKO*^ mice exhibited autism‐like behaviours, although we did not detect abnormalities in neuronal development. However, the abnormal astrocytic morphology and BBB disruption observed in *Ezh2* ^*cKO*^ mice could also reasonably contribute to this pathological condition, and an increasing number of similar reports have confirmed our view [29, 37, 38, 39].

## 4 Future Research Directions

### 4.1 Mechanistic Insights

Further investigation is needed to elucidate how DDN regulates the astrocytic cytoskeleton and morphology by modulating the MAPK/ERK signalling pathway.

### 4.2 Astrocytes and Autism

Additional studies should explore the role of astrocytes in the pathogenesis of autism, with a particular focus on their interactions with neurons and the potential impact on neural network development and function.

### 4.3 BBB Repair Strategies

Future research should examine whether restoring Ezh2 function or targeting the MAPK/ERK pathway could effectively reverse BBB damage and autism‐like behaviours observed in the Ezh2cKO mouse model.

## 5 Materials and Methods

### 5.1 Animals

The experimental animals used in this study included adult and pregnant mice of the C57BL/6J and ICR (CD1) strains, purchased from Charles River Laboratory Animal Technology Co. Ltd. (Beijing) and SPF Biotechnology Co. Ltd. (Beijing). The Ezh2^flox/flox^ (*Ezh2* ^*f/f*^) conditional knockout mice were obtained from The Jackson Laboratory (USA) (Strain #: 022616). Aldh1l1‐icre mice were obtained from GemPharmatech Co. Ltd. (Jiangsu, China) (Strain ID: T006926). Ezh2^flox/flox^ (*Ezh2* ^*f/f*^) mice were bred with *Aldh1l1‐icre* mice to produce *Ezh2* ^*cKO‐Aldh1l1*^ (*Ezh2* ^*cKO*^) mice. All mice used in this study were housed under specific pathogen‐free (SPF) conditions in the animal facility of the Innovation Institute of Stem Cell and Regenerative Medicine, Chinese Academy of Sciences. All experimental procedures involving mice were approved by the Institutional Animal Care and Use Committee (IACUC) of the Institute of Zoology, Chinese Academy of Sciences (Approval No. IOZ20190080). The PCR primers used for genotyping are listed in Table 1.

**TABLE 1:** All primer sequences used in this study (gene identification‐related primers were provided by the knockout mouse company; qPCR primers were designed by the NCBI webpage and provided by harvard primer bank; ChIP primers were designed by SnapGene Viewer 5.2.4 software).

Genotype identification
ALDH1L1‐cre
Forward primer: CCTCAGGGCTTGGTTTCTCATC
Reverse primer: CTTCCAGGTGTGTTCAGAGAAGG
Ezh2
Forward primer: CCTCAGGGCTTGGTTTCTCATC
Reverse primer: CTTCCAGGTGTGTTCAGAGAAGG
qPCR
ALDH1L1
Forward primer: CAGGAGGTTTACTGCCAGCTA
Reverse primer: CACGTTGAGTTCTGCACCCA
GFAP
Forward primer: CGGAGACGCATCACCTCTG
Reverse primer: AGGGAGTGGAGGAGTCATTCG
DDN
Forward primer: GACCCTGGGGACTAAGCGA
Reverse primer: ACATCCCGGTAGATTCGAGGA
EZH2
Forward primer: AGTGACTTGGATTTTCCAGCAC
Reverse primer: AATTCTGTTGTAAGGGCGACC
β‐actin
Forward primer: AGTGTGACGTTGACATCCGT
Reverse primer: AGCTCAGTAACAGTCCGCCTA
ZO1
Forward primer: GCTTTAGCGAACAGAAGGAGC
Reverse primer: TTCATTTTTCCGAGACTTCACCA
Claudin 5
Forward primer: TAAGGCACGGGTAGCACTCA
Reverse primer: GGACAACGATGTTGGCGAAC
CD31
Forward primer: GGAAGTGTCCTCCCTTGAGC
Reverse primer: GGAGCCTTCCGTTCTTAGGG
ChIP
DDN
0–0.5 K
Forward primer: TGTTCTCACCACTCCCTGTCG
Reverse primer: CCCTTTGCTTTCCTGCTTGT
0.5–1 K
Forward primer: ACGCCCGGCTTGATTGTT
Reverse primer: ACCCTGGATGAGCACATGACTA
1–2 K
Forward primer: GTAGACCAGGCTGGCCTTCA
Reverse primer: CTGGCCTCCTCAGGCAACTA
2–3 K
Forward primer: ATTTCCCTAACATGTCAGGT
Reverse primer: GAAAGGCAAGGGAATTGTGG
3–4 K
Forward primer: AAAGTCAGGAGCAGCAAATGG
Reverse primer: TGGTAATGTTAGTGGCAGCACA

### 5.2 Plasmid Constructs

Total RNA was isolated from embryonic mouse brains and subsequently reverse‐transcribed using the Fast Quant RT Kit (TIANGEN). The mouse *Ddn* gene was amplified via PCR and inserted into the pCDH‐copGFP vector, which was engineered to include a 3 × Flag tag. The sequence for mouse *Ddn*‐shRNA was retrieved from the Sigma website and subcloned into the pSicoR‐mCherry vector.

### 5.3 Isolation and Purification of Astrocytes

The astrocyte isolation process was strictly performed according to the instructions provided in the Anti‐GLAST (ACSA‐1) MicroBead Kit manual (please refer to www.miltenyibiotec.com for all data sheets and protocols).

### 5.4 Immunofluorescence Staining (IF)

Tissue samples were fixed in 4% paraformaldehyde (PFA) for 24 h, followed by dehydration in 30% sucrose for an additional 24 h. After sectioning, the brain slices were further fixed in PFA (4%) for 30 min and then rinsed two to three times with PBS containing 0.1% Triton X‐100. To prevent nonspecific binding, the sections were blocked with 5% bovine serum albumin (BSA) for 1 h. Subsequently, the slices were incubated with the primary antibody overnight at 4°C. After three additional washes, secondary antibody incubation was performed for 1 h at room temperature. IF images were captured using a Zeiss LSM 880 confocal microscope.

### 5.5 Quantitative Real‐Time PCR Analysis

Total RNA was isolated from mouse cerebral cortex or cultured cells using TRIzol reagent (Invitrogen, 15596018) according to the manufacturer's protocol. Complementary DNA (cDNA) was synthesised with the FastQuant RT Kit (TIANGEN, KR106‐02). Quantitative real‐time PCR (qRT‐PCR) analysis was conducted using the SuperReal PreMix Plus Kit (SYBR Green I) (TIANGEN, FP205‐02) on an ABI 7500 Real‐Time PCR System (Applied Biosystems). Expression levels of β‐actin or GAPDH were used as internal references for data normalisation. All qRT‐PCR experiments were performed in a minimum of three independent biological replicates. The related primer sequences used for real‐time PCR are listed in Table 1.

### 5.6 Western Blotting

Mouse brain tissues or cultured cells were initially lysed by sonication in RIPA buffer (Solarbio) containing a protease inhibitor cocktail and PMSF. Following centrifugation, protein concentrations were quantified using the Pierce BCA Protein Assay Kit. The extracted proteins were subsequently separated on 10% or 12% SDS‐PAGE gels and transferred onto nitrocellulose (NC) membranes. To block nonspecific binding, membranes were incubated with 5% skim milk or BSA prepared in PBST (1 M PBS with 0.05% Tween‐20) for 1 h at room temperature. Primary antibody incubation was performed overnight at 4°C on a shaker. The next day, membranes were exposed to secondary antibodies for 120 min at room temperature. Protein bands were then detected and analysed using the Odyssey imaging system (LI‐COR Biosciences).

### 5.7 Chromatin Immunoprecipitation (ChIP)

ChIP was conducted using the H3K27me3 antibody (C36B11, Rabbit mAb #9733, CST) to evaluate H3K27me3 enrichment at the promoter region of the *Ddn* gene. Purified mouse cortical astrocytes were crosslinked with 1% formaldehyde for 15 min at room temperature, followed by quenching with 2.5 M glycine for 10 min to halt the crosslinking reaction. The cells were lysed in RIPA buffer supplemented with protease inhibitors, and chromatin was fragmented via sonication to obtain sheared DNA. The chromatin lysate was subsequently incubated overnight at 4°C with gentle rotation. On the following day, magnetic beads pre‐bound with the H3K27me3 antibody for 4 h were added to the chromatin lysate and incubated overnight at 4°C with continuous rotation. To eliminate nonspecific interactions, the beads underwent three sequential washes using low‐salt and high‐salt wash buffers. Chromatin complexes were eluted, and crosslink reversal was performed by heating the samples at 65°C overnight. Genomic DNA was subsequently purified using the TIANamp Genomic DNA Kit (TIANGEN, DP304‐03) and analysed by quantitative real‐time PCR (qPCR) using primers targeting the *Ddn* promoter region on an ABI 7500 Real‐Time PCR System. The relative enrichment of H3K27me3 was determined by normalising to input DNA. All ChIP assays were performed using at least three independent biological replicates. The primer sequences utilised for qPCR are provided in Table 1.

### 5.8 Ultrasonic Vocalisation (USVs)

USV assessments were conducted between 13:00 and 16:00. On postnatal day 8 (P8), Ezh2^f/f^ and *Ezh2* ^*cKO*^ pups were individually separated from their mothers and littermates and then placed in a soundproof chamber for a duration of 5 min. USVs were captured and visualised using the Avisoft Recorder software along with an Ultra Sound Gate Condenser Microphone CM16 (Avisoft Bioacoustics, Berlin). The microphone, calibrated for a frequency range of 25–140 kHz (±6 dB), was positioned 10 cm above the pups. Spectrogram settings included a frequency resolution of 488 Hz and a time resolution of 0.512 ms. Vocalisation‐related parameters were recorded and analysed during the testing period.

### 5.9 Marble Burying Test

The marble burying test was conducted using a standard mouse cage and 20 black glass marbles, each with a diameter of 15 mm. Prior to use, the marbles were thoroughly cleaned and dried. Before each trial, the cage was filled with a 5‐cm layer of fresh bedding, and the 20 marbles were systematically arranged in four rows. The test mouse was gently placed in one corner of the cage and allowed to explore freely for 30 min. After the trial, photographs were taken, and the number of marbles buried with at least two‐thirds of their surface covered was recorded.

### 5.10 RNA‐Sequencing and Data Analysis

Cortical astrocytes from *Ezh2* ^*f/f*^ and *Ezh2* ^*cKO*^ mice at P5 were isolated using magnetic bead sorting, following a previously described protocol. Total RNA was extracted from the purified astrocytes using the TIANGEN RNAprep Pure Micro Kit (#DP420). After quality assessment and cDNA library preparation, high‐throughput sequencing was conducted using the Illumina HiSeq 2500 platform. The raw sequencing data generated in this study have been deposited in the NCBI GEO database under the accession number GSE283622.

### 5.11 Three‐Dimensional (3D) Reconstruction

Confocal images were captured from 40‐μm brain sections stained with IB4 and GFAP using a 40× oil immersion objective lens, with a *z*‐step size of 0.85 μm. GFAP‐positive cells and blood vessels were tracked from the acquired 2D confocal images using Imaris software (version 9.0.1). For each image, 10 cells were randomly chosen for analysis. The three‐dimensional (3D) reconstruction of astrocytes and blood vessels was performed using the ‘Surface’ and ‘Filaments’ tools in Imaris 9.0.1 software.

### 5.12 H3K27me3 ChIP‐Seq Data Processing and Analysis

The raw ChIP‐seq data were first processed using fastp for quality control and adapter trimming to remove low‐quality reads and adapter sequences, ensuring data quality. The trimmed reads were aligned to the reference genome using BWA‐MEM, and the resulting alignment files were processed with samtools for format conversion, sorting, and indexing to generate standardised BAM files for downstream analysis. BAM files from the experimental and control groups were input into MACS2 for peak calling, identifying significantly enriched regions associated with the target modification, along with statistical results and signal intensity distribution files. Subsequently, the peak calling results were further analysed with MACS2 to calculate signal enrichment, generating visualisation files compatible with genome browsers. Additionally, the called peaks were annotated using bedtools in combination with genome annotation files to identify regions associated with genomic features.

### 5.13 Quantification and Statistical Analysis

Statistical analyses were conducted using GraphPad Prism 9.0 software, with results presented as mean ± SEM. For comparisons between two groups, unpaired two‐tailed Student's *t*‐tests were applied, while one‐way ANOVA followed by Tukey's post hoc test was utilised for multiple group comparisons. Statistical significance was defined by the following *p* value thresholds: *p* < 0.05, *p* < 0.01, *p < 0.001 and **p < 0.0001. Non‐significant differences were indicated as n.s.

### 5.14 Antibodies

The following primary antibodies and dilutions were used for immunostaining and WB: EZH2 (CST, 5246, Rabbit, 1:1000); H3K27me3 (Cell Signalling, C36B11, 1:50 (ChIP)， 1:1000 (WB)); *Ddn* (Sigma, AB15299‐I, Rabbit, 1:250); Aldh1l1 (Abcam, ab56777, Mouse, 1:1000); GFAP (Dako, Z0334, Rabbit, 1:1000); IB4 (Vector Labs, B‐1205, Strep, 1:500); ZO‐1 (Invitrogen, 40‐2200, Rabbit, 1:1000); Claudin5 (Invitrogen, 352500, Mouse, 1:1000); NeuN (Abcam, ab177487, Rabbit, 1:1000); Tuj1 (Millipore, MAB1637, Rabbit, 1:1000); Nestin Millipore, (MAB353, Mouse, 1:1000); MAP2 (Millipore MAB378, Mouse, 1:500); IgG (Bioss, bs‐0295, Rabbit, 1:1000); Flag (Sigma, F7425, Mouse, 1:2000); β‐Actin (Proteintech, 20536‐1‐AP, Rabbit, 1:10000); β‐Actin (Proteintech; 60008‐1‐Ig Mouse, 1:2000); IgG (Bioss, bs‐0295p; Rabbit, 1:1000). Secondary antibodies: for immunostaining: DAPI (2 mg/mL; Sigma; D9542); Alexa Fluor 488, Cy3, or Cy5 (Jackson ImmunoResearch, 1:1000). Isolation of astrocytes using the ACSA‐1 MicroBead Kit (Miltenyi Biotec, 130‐095‐826).

## Author Contributions

Xinghua Zhao, Mengtian Zhang, Fen Ji and Libo Su conceptualised the experiment. Mengtian Zhang, Yanyan Wang, Chenxiao Li and Chenqi Yuan provided assistance with the experimental procedures. Shukui Zhang and Wenzheng Zou assisted with data processing. Wenzheng Zou and Yuqing Lv provided writing suggestions. Yufei Gao, Jianwei Jiao, Jinnan Wang, Fen Ji and Nan Wang supervised the project and secured funding.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Data S1.

## Data Availability

Research data are not shared.

# Supplementary material for: Ezh2 Regulates Early Astrocyte Morphogenesis and Influences the Coverage of Astrocytic Endfeet on the Vasculature
**Source:** Cell Prolif. 2025 Feb 28;58(8):e70015. doi: 10.1111/cpr.70015
**Supplement:** Supplementary file 1 — Data S1.

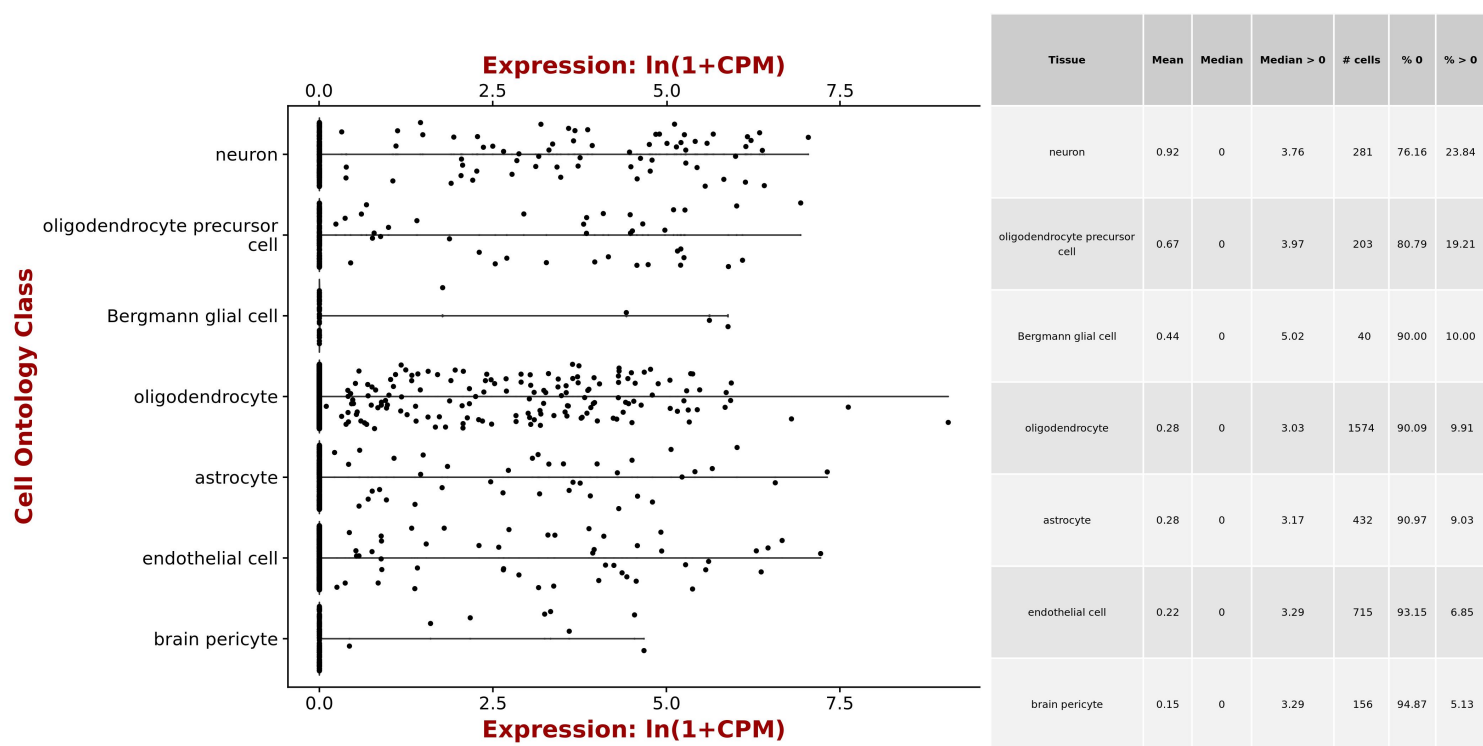

**Figure. S1** Expression of *Ezh2* in various cells of Brain Non-Myeloid. Data Source: <https://tabulamuris.sf.czbiohub.org/visualizations>.

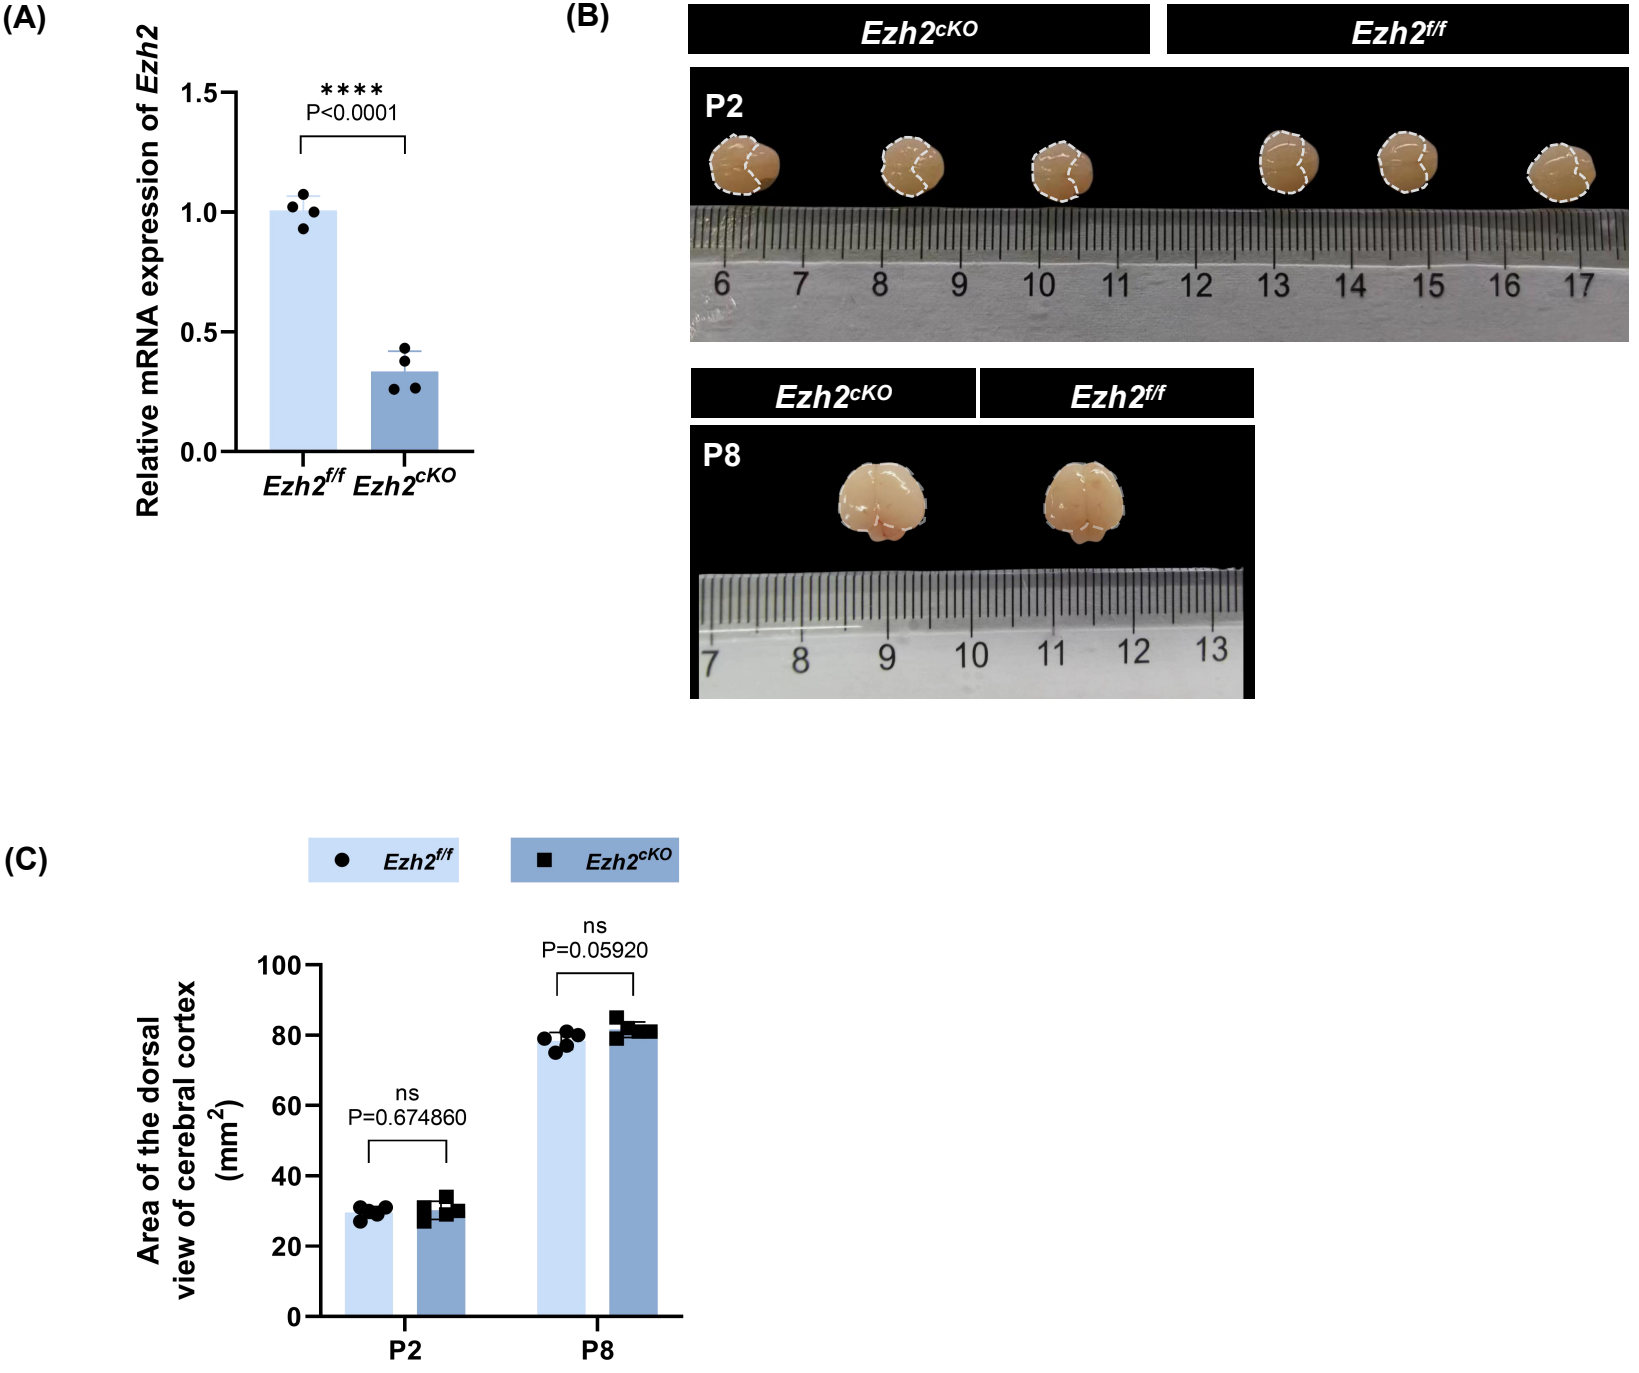

Figure.s2

(A) Verify knockout efficiency: Statistic analysis of relative intensity of EZH2 in q-PCR detection, n = 4.

(B) Macroscopic image of *Ezh2<sup>f/f</sup>* and *Ezh2<sup>cKO-Aldh1l1</sup>* cerebral cortex at P2 and P8.

(C) Statistic analysis of area of *Ezh2<sup>f/f</sup>* and *Ezh2<sup>cKO-Aldh1l1</sup>* cerebral cortex at P2 and P8 from top view, n = 5.

(A)

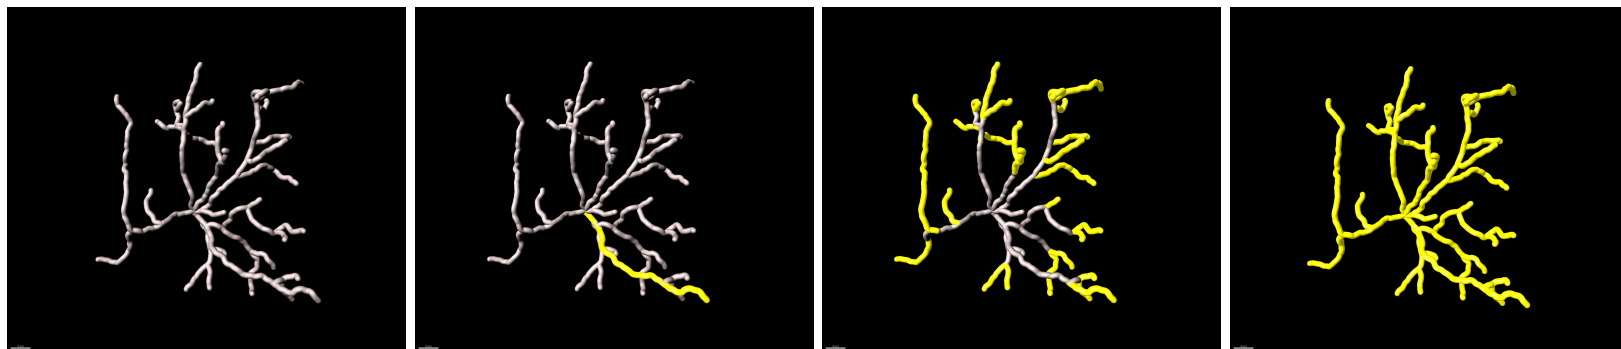

(B)

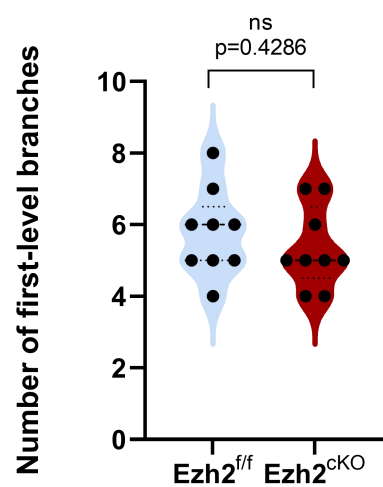

**Figure. S3**

(A) Schematic diagram of dendritic morphology statistics: from left to right, the yellow parts represent Maximum extension length of dendrites, Number of Dendrite Terminal Pts, and Dendrite Length (sum)  
(B) Statistical analysis of Number of first-level branches,  $n = 9$ .

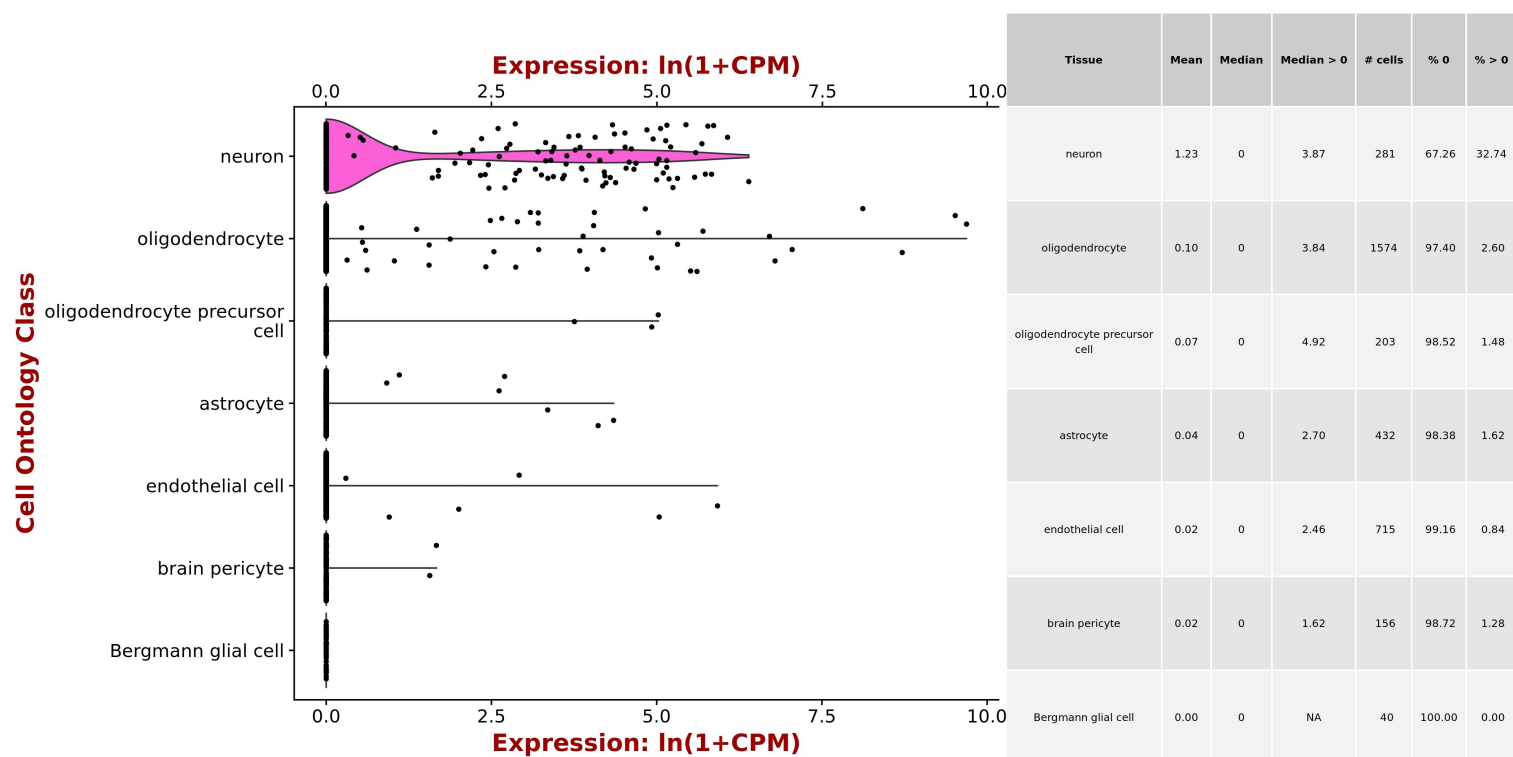

**Figure. S4**

Expression of *Ddn* in various cells of Brain Non-Myeloid. Data Source: <https://tabula-muris.sf.czbiohub.org/visualizations>.

How the deposited data were processed for this re-analysis (not part of the article)

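RNA was sequenced from cortical astrocytes of P5 mice, isolated with anti-GLAST magnetic beads, in 2 Ezh2 f/f and 2 Ezh2 cKO libraries. The authors deposited, for 29224 genes, the count of reads in each library without normalization, and FPKM values, which scale the counts to gene length and library size. Their table also holds the authors' own comparison, with a mean signal over the libraries, a ratio of Ezh2 f/f over Ezh2 cKO, its log2 value, and an unadjusted and an adjusted p-value. The aligner, counting tool, annotation, genome build, use of strand and comparison tool are not named in the paper's text. Its statistics section describes tests for comparisons in general, without saying how genes were called. Of the genes in the tables, 28799 have an identifier in GENCODE M21, which is on GRCm38, and 581 of them have the same coordinates there; coordinates are printed as deposited and were not converted.

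Every sample column was used (0 left out). Counts were kept per library, and fold changes are Ezh2 cKO over Ezh2 f/f throughout. Genes were filtered with edgeR's filterByExpr, which left 16793, and normalized by the TMM method (factors 0.976 and 0.967 for Ezh2 f/f, 1.019 and 1.040 for Ezh2 cKO). The quasi-likelihood test was fitted with the group as the only term (common biological coefficient of variation 0.0953), and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. CPM are counts scaled to the TMM-adjusted library size. Genes were called at an adjusted p under 0.05, and also at an unadjusted p under 0.05 with at least a 2-fold change, since Figure 6E shows unadjusted p-values. With 2 libraries per group no test on the 4 values of a single gene can reach a p under 0.05 by permutation, so p-values come from models fitted across all genes.

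The tools were Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each test was tried on simulated data in which 200 genes were changed by known amounts. edgeR recovered 194 of them (97%) over 16360 genes tested, with 6 false calls, and DESeq2 recovered 189 (94.5%) over 16793 genes, with 5 false calls. The limma fit, run there on log2(CPM + 1) in place of FPKM, recovered 195 (97.5%) over 15343 genes, with 4 false calls. Far fewer genes were changed there than the 5831 higher and 5650 lower genes called here, so these rates do not cover changes as broad as those. In simulated sets, camera and fry each called a raised set and did not call an unchanged one. The genes of these sets were simulated independently, so this does not test sets of correlated genes.

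Between 23390 and 24033 genes had at least 1 count in a library, and the 10 most counted genes took between 4.52% and 5.02% of the counts. A count of 3, which is the upper limit that a count of 0 allows, was used as the floor of detection; it covers counting error only. Where every library of a group was at or under it, the fold change is given as a bound. Log2CPM values correlated across genes with r = 0.988 between the Ezh2 f/f libraries and 0.990 between the Ezh2 cKO libraries, and with 0.899 to 0.904 between libraries of different groups; genes are not independent replicates.

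Gene sets were tested with camera at an inter-gene correlation of 0.01, and with fry as an alternative. A total of 20 lists with at least 5 tested genes were written at the start: pan-neuron, excitatory neuron, inhibitory interneuron, immediate early, astrocyte, oligodendrocyte precursor, oligodendrocyte, microglia, endothelial, mural, erythrocyte, ependymal and choroid, neural progenitor, cycling, Polycomb target, PRC2 component, pan-reactive, A1 and A2 reactive astrocyte, and neurotrophic factor genes. Adjusted p-values of lists are over these 20. Lists of late-rising neuronal, early-falling neuronal, choroid plexus, subcortical region and cortical region genes, with 12 genes each, were added after values of other genes had been seen, and are adjusted over these 5. KEGG pathways could not be tested, because the annotation does not give them per gene, and GO terms of 10 to 500 tested genes took their place. The genes named are genes the paper names, the 5 higher and 5 lower genes with the smallest p among those with at least a 2-fold change whose libraries separate by group, and members of a list where its test is given; any other gene was chosen after its values were seen.

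The alternatives were DESeq2's Wald test, DESeq2's size factors in edgeR, no filter on low genes, a filter of at least 50 counts on average, limma on log2(FPKM + 1) with a filter of FPKM of at least 1 in 2 libraries, the replicate number as a block, each library left out in turn, fry, other thresholds and other backgrounds for the GO terms. Added after the data had been seen were GC content and gene length regressed out, an unequal-variance test on FPKM with the same filter, broader GO sets, and GO terms in place of KEGG pathways. Of the tested genes, 99.8% had a GC value. Genes that overlap a gene on the other strand, and genes with near-identical copies, are uncertain, since the counting is not described; 29 gene names occur more than once in the tables and were kept apart by identifier. The H3K27me3 ChIP-seq gene list and its overlap with the RNA-seq genes were not analysed here.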

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

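Of the tests in this part, those on the share of a cell type, on library size, on sex and on the astrocyte list were chosen only after the result was seen. The regression on GC content and gene length was also added after the data had been seen. The test on shares also replaced an earlier one, which compared the 5 most abundant genes of each list and decided nothing for microglia, where their log2 fold changes differed by 0.52, or 2.77 standard errors; under the test that took its place, microglia came out as the other lists did.

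Of the lists for cell types other than astrocytes, which the paper does not report on for these libraries, 4 were higher in Ezh2 cKO than in the Ezh2 f/f control libraries. The excitatory neuron, inhibitory interneuron, endothelial, mural, erythrocyte, ependymal and choroid, and neural progenitor lists were not past the threshold with camera. The 20 pan-neuron genes had a median log2 fold change of 1.21 (camera adjusted p = 6.60e-05), with 18 higher and 1 lower at an adjusted p under 0.05 in edgeR, over all genes and when adjusted over the list alone. The 13 oligodendrocyte precursor genes had a median of 1.24 (adjusted p = 2.12e-04), with 12 higher and 1 lower by either adjustment, and 1 of them is also in another list. The 10 tested of 12 oligodendrocyte genes had a median of 2.56 (adjusted p = 0.00150), with 9 higher and 0 lower by either adjustment and at an unadjusted p under 0.05. The 15 microglia genes had a median of 1.47 (adjusted p = 1.98e-05), with 14 higher and 0 lower by either adjustment and at an unadjusted p under 0.05. These calls hold under fry, with adjusted p between 0.00353 and 0.0141, and under the other alternatives run. In each list the median was above 0 whichever library was left out. All the tested genes were counted in Ezh2 f/f as well, so the lists show more of these transcripts, not their first appearance.

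The tables argue against a larger share of each cell type as the whole cause, because cells of one type bring their transcripts by a common fold. Of the 20 pan-neuron genes, 14 lay over 3 standard errors from the list's median. Tubb3, the most abundant of them, fell from 3617 to 2208 CPM (log2 fold change -0.71), Uchl1 went from 798 to 818 CPM (0.04), and Stmn2 rose from 1297 to 1794 CPM (0.47). Of the 13 oligodendrocyte precursor genes, 10 lay as far from the median: Vcan was at -0.31, Cspg5 at 0.77 and Olig1 at 1.97. Of the 10 oligodendrocyte genes, 6 did: Mbp rose from 40.4 to 439 CPM (3.44), whereas Mog was at 0.62. Of the 15 microglia genes, 9 did: Csf1r rose from 25.9 to 71.7 CPM (1.47) and C1qc was at 0.95, whereas P2ry12 was at 4.79 and Cx3cr1 at 3.19. The most abundant microglia genes moved close together, so a larger share of microglia beside a change within them stays open, and so do changes within each of the other cell types.

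Other technical explanations were tested for the whole pattern, in which transcripts of mature cells were higher and early transcripts lower. With GC content and gene length regressed out, 93.4% of the genes with an adjusted p under 0.05 kept it and their direction; across genes, the log2 fold change had a Spearman correlation of -0.128 with GC content and of 0.0073 with length. The share of counts taken by the 10 most counted genes differed by -0.41 percentage points between the groups, and the mean total count of Ezh2 cKO was 1.01 times that of Ezh2 f/f. Each group had 1 male and 1 female library by Xist and Ddx3y counts, a difference of 0 libraries between the groups, which argues against sex. Whether the share of astrocytes was lower cannot be decided from the astrocyte list, whose median rose by 1.69. Its genes moved by unlike amounts, from -0.15 to 6.26, so a rise within astrocytes could hide a lower share. No sequencing or library batch is named in the labels or the paper, and none was tested.

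A later developmental stage of the Ezh2 cKO libraries remains open and is a candidate explanation. In lists of genes not looked at before, 12 neuronal genes that rise late had a median log2 fold change of 1.34 (camera adjusted p = 4.97e-04; 11 higher and 1 lower in edgeR) and 12 that fall early one of -0.96 (adjusted p = 2.91e-04; 0 higher and 11 lower, and the same counts when adjusted over the list alone and at an unadjusted p under 0.05), a difference of 2.29 between the medians. Both calls hold under fry (adjusted p = 0.00148 for each). The paper gives the same age for both groups. Whether animals of different litters or a different true age were used, or whether loss of Ezh2 in astrocytes speeds up the maturation of the tissue around them, may both give this value; the genotype and the libraries' stage were not separated by the design, and neither was tested further.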

How the results depend on the processing

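Unless named as added, the alternatives were fixed before the data were examined. Leaving out a library leaves 1 in its group, so those fits give fold changes only, no p-values and no counts of genes. KEGG pathway overrepresentation was not run.

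Both counts at an adjusted p under 0.05 stayed within 1.5 times the main count under the alternatives fitted with edgeR, DESeq2 or limma, from 4761 to 5795 higher and from 4591 to 6036 lower genes. In the unequal-variance test on FPKM, added after seeing the data, they fell to 0 and 0. The counts at an unadjusted p under 0.05 and at least a 2-fold change did not stay within 1.5 times under all of these. They fell to 2110 and 1537 with at least 50 counts on average, where 12918 genes are tested, to 1601 and 1083 with limma on log2(FPKM + 1), where 13613 are tested, and to 1569 and 953 with the unequal-variance test on FPKM; they rose to 6042 and 5857 without a fold change threshold, by construction. For limma and the unequal-variance test the cause was not tested. The median log2 fold change of all genes moved by under 0.1 with every scaling, from -0.03 to 0.03, and the share of 2-fold calls that were higher was 57.6%, against 55.2% to 59.7% under the alternatives fitted with edgeR, DESeq2 or limma and 62.2% in the unequal-variance test.

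With the replicate number as a replicate block, 3215 genes were higher and 2377 lower at an unadjusted p under 0.05 and at least a 2-fold change. Libraries of the same number share only the number: their deviations from the group means correlated across genes at 0.130, and at 0.0256 without the genes on chromosomes X and Y, since replicate 1 is male and replicate 2 female in both groups.

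Among single genes, Serping1 reversed to -0.0105 under DESeq2 and to -0.0106 under its size factors, and Cldn5 to 0.0017 in the unequal-variance test; each lies near 0. In that test 0 genes had an adjusted p under 0.05, and 27 of the named genes lost theirs. It takes the variance of each gene from its own 2 libraries per group and shares none across genes, which leaves it little power. How much of the loss this accounts for was not tested. The other alternatives with a p-value changed the side of the threshold of none of the named genes, of which all 27 with an adjusted p under 0.05 kept their direction. Without Ezh2 cKO replicate 1, C3 was at 0.06 (its other fits ran from -1.15 to -0.09), Pecam1 at -0.05 and Serping1 at -0.10; without Ezh2 cKO replicate 2, Cldn5 was at 0.04; without Ezh2 f/f replicate 2, Tjp1 was at -0.03 and Serping1 at -0.02. None of these had passed the threshold.

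The MAPK cascade set was no longer past the threshold without the filter on low genes (median 0.28) and in the broader GO set (0.17), which was added after seeing the data; the broader set holds other genes, and for the filter the cause was not tested. Over the fits without 1 library its median ran from 0.25 (without Ezh2 cKO replicate 1) to 0.37, and that of the spliceosomal complex from -0.83 to -0.69. The odds ratio of MAPK cascade among lower genes was 0.39 with the calls of the authors' deposited comparison and no longer had p under 0.05 (p = 0.0583); the cause was not tested.

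With fry in place of camera, the excitatory neuron (median 0.10), mural (0.54), neural progenitor (-0.51), Polycomb target (-0.56), PRC2 component (-0.49) and pan-reactive (0.57) lists passed the threshold. The Polycomb target (-0.71) and PRC2 component (-0.49) lists also did without the filter on low genes, and the excitatory neuron list with DESeq2 (0.0895). The A2 list reversed to -0.0466 with at least 50 counts on average. With the same filter the ependymal and choroid median was -4.28, against -0.96 in the main fit, and not past the threshold (camera adjusted p = 0.0734). For these the cause was not tested. The pan-neuron, astrocyte, oligodendrocyte precursor, oligodendrocyte, microglia and cycling lists kept their direction under each alternative run for the lists. They kept their side of the threshold under each of these that gives a p-value. The lists were not tested with GC content and length regressed out, nor in the unequal-variance test on FPKM.

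Over the fits without 1 library, list medians ran from 1.20 to 1.24 for pan-neuron, 1.61 to 1.804 for astrocyte, 1.17 to 1.304 for oligodendrocyte precursor, 2.40 to 2.75 for oligodendrocyte, 1.31 to 1.61 for microglia and -0.99 to -0.89 for cycling genes. They ran from -1.38 to -0.68 for ependymal and choroid, -0.61 to -0.48 for neural progenitor, -0.59 to -0.44 for Polycomb target, -0.54 to -0.37 for PRC2 component and 0.41 to 0.63 for pan-reactive genes. Single libraries moved the following by over 1.5 times. The excitatory neuron median, from 0.0709 to 0.48, was 0.48 without Ezh2 f/f replicate 1, 0.21 without Ezh2 f/f replicate 2 and 0.16 without Ezh2 cKO replicate 1. The immediate early median was 1.01 without Ezh2 f/f replicate 1 and 0.23 without Ezh2 f/f replicate 2. The endothelial median, from 0.05 to 0.21, was 0.21 and 0.08 without Ezh2 f/f replicates 1 and 2 and 0.05 without Ezh2 cKO replicate 1. The inhibitory interneuron median (0.05 to 0.09) was 0.05 and the erythrocyte median (0.17 to 0.29) was 0.29 without Ezh2 f/f replicate 2, and the mural median (0.36 to 0.66) was 0.36 without Ezh2 cKO replicate 1. The A1 median was -0.08 and 0.30 without Ezh2 cKO replicates 1 and 2. The A2 median, from -0.0358 to 0.32, was 0.32 and -0.03 without Ezh2 f/f replicates 1 and 2, and -0.0358 and 0.25 without Ezh2 cKO replicates 1 and 2. The neurotrophic factor median, from 0.56 to 0.80, was 0.78 without Ezh2 f/f replicate 1 and 0.80 without Ezh2 cKO replicate 1. It was 0.52 in the main fit, and the fits without 1 library kept the genes of the main fit.

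Depth limits the genes with few counts. C3 had at most 17 counts in a library, and of the 52 Polycomb target genes in the tables 18 had enough counts to be tested.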

Differences from the paper's values

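The paper reports 974 upregulated genes in its text and 984 in the legend of Figure 6D; with an unadjusted p under 0.05 and at least a 2-fold change, 3231 genes were higher here. None of the alternatives set before the data were examined closed the gap, the replicate block included: DESeq2 gave 2852, DESeq2's size factors 3180, no filter on low genes 3778, at least 50 counts on average 2110, limma on log2(FPKM + 1) 1601, no fold change threshold 6042 and a p under 0.01 3003. Of the alternatives chosen after seeing the values, GC content and length regressed out gave 3008 and the unequal-variance test on FPKM 1569. The paper reports 749 downregulated genes, against 2374 here. Of the alternatives set before the data were examined, limma on log2(FPKM + 1) came within 1.5 times the paper's count, with 1083, and the others did not, with 2245 for DESeq2, 2451 for its size factors, 2836 with no filter, 1537 at 50 counts or more, 5857 with no fold change threshold and 2231 at p under 0.01. The unequal-variance test on FPKM, chosen after seeing the values, came within it with 953; regressing out GC content and length, also chosen then, did not, with 2438. The authors' deposited comparison marks 2695 genes as higher and 2209 as lower in Ezh2 cKO.

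A grid of 8640 combinations of p-value, threshold, biotype, filter on FPKM and fold change was run after the values were seen. None of them gave 974 or 984 higher genes together with 749 lower genes. Each of the following gave a single one of these counts. With at least a 2-fold ratio of FPKM in protein-coding genes with a mean FPKM over 5, the authors' deposited p under 0.01, and likewise their adjusted p under 0.05, gave 974 higher and 733 lower genes. With the same p-values and an FPKM over 2 in every library, the counts were 984 and 800. The deposited adjusted p under 0.001 over all genes with an FPKM over 2 in every library gave 984 and 866. The unequal-variance test at p under 0.05 in protein-coding genes with an FPKM over 1 in every library gave 984 and 670. With the deposited fold change of at least 2 and a mean FPKM over 3 in either group it gave 974 and 884, and with a log2 fold change of at least 1.5 where an adjusted p is deposited it gave 974 and 463. Over all genes with a mean FPKM over 10 in either group and a log2 ratio of at least 0.585 it gave 984 and 1156. An equal-variance test at p under 0.01 with a log2 ratio of at least 0.585 gave 974 and 1166 over all genes with a mean FPKM over 5, and 984 and 1232 over protein-coding genes with a mean FPKM over 4 and the deposited fold change. The deposited adjusted p under 0.05 with a log2 ratio of at least 1.5, in protein-coding genes with a mean FPKM over 2 in either group, gave 974 and 373. The deposited p under 0.01 with a deposited log2 fold change of at least 1.5, over all genes with a mean FPKM over 1 in either group, gave 1225 and 749. The paper's text states none of these combinations.

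The paper's log2 fold change of Slc1a2 is about 4.0 in Fig. 6E, read by eye, against 3.94 here, a difference larger than the replicate SD of 0.0384. Of the alternatives set before the data were examined, at least 50 counts on average (3.97) and leaving out Ezh2 cKO replicate 2 (3.97) closed the gap, and the others, from 3.77 with limma on log2(FPKM + 1) to 3.94, did not. The unequal-variance test on FPKM, chosen after seeing the values, closed it with 4.02.

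The paper's -log10 p-values in Fig. 6E, read by eye, were smaller than those from edgeR: about 3.7 for Ddn against 13.7 here, about 2.4 for Icam5 against 12.9, about 2.3 for Slc1a2 against 15.6, about 2.0 for Slc17a7 against 14.3, about 1.8 for Spata2l against 13.3, about 1.8 for Slc30a3 against 12.7, about 1.5 for Ccn3 against 11.1 and about 1.3 for Egr4 against 10.2. None of the alternatives set before the data were examined closed the gap for any of these genes; the closest was limma on log2(FPKM + 1), with 5.96 (Ccn3) to 9.00 (Slc1a2). The unequal-variance test on FPKM, chosen after seeing the values, closed it for each of them, with 3.69 for Ddn, 2.37 for Icam5, 2.25 for Slc1a2, 2.02 for Slc17a7, 1.84 for Spata2l, 1.81 for Slc30a3, 1.49 for Ccn3 and 1.33 for Egr4.

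The paper's text gives Ddn as the first of the upregulated genes by significance. Its rank by p was 12 in edgeR, and from 6 to 20 under the alternatives; in the unequal-variance test on FPKM it was 19, and 18 among genes with at least a 2-fold change, where Lin7b, D130043K22Rik and Thy1 came first.

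The paper's text places the spliceosome with the upregulated genes, while its Fig. 6C shows it with the downregulated genes; here the spliceosomal complex was overrepresented among lower genes (odds ratio 2.95) and underrepresented among higher genes (odds ratio 0.17). The paper gives the MAPK signalling pathway as a leading term of the upregulated genes; with GO terms in place of KEGG, MAPK cascade had an odds ratio of 1.37 among higher genes (Fisher's exact test, p = 0.334), and from 1.29 to 1.43 under the alternatives, with p from 0.191 to 0.431. As a set its median was higher (0.38).

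The paper finds no statistical difference in S100a10, which had a log2 fold change of 1.38 here with an adjusted p-value under 0.05 in edgeR. Under the unequal-variance test on FPKM, chosen after seeing the values, its adjusted p-value was 0.0974, over the threshold, within a range of 1.74e-28 to 0.0974 over the alternatives. The unadjusted p of S100a10 in that test was 0.0108, so without adjustment it differed there too.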

Other observations

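Of the tests in this part, those on RNA of neurons, on cycling cells, on dendritic spine genes and on Polycomb target genes were chosen only after the result was seen. For the lists of choroid plexus and region genes the tests were set beforehand, but the rule that reads their values was changed after the values were seen, as described with them.

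Neuronal transcripts were abundant in libraries of sorted astrocytes. In Ezh2 f/f the median CPM of the pan-neuron list was 9.36 times that of the astrocyte list, and Tubb3 ranked number 7 by mean FPKM, against number 3326 for Aldh1l1, 4424 for Slc1a3 and 7334 for Slc1a2. In Ezh2 cKO, Tubb3 ranked number 15, Aldh1l1 number 3415, Slc1a3 number 1539 and Slc1a2 number 664. These values suggest that RNA of neurons is part of both groups' libraries, as a hypothesis; how much of it came with the cells and how much as free RNA was not tested. A gene of neurons that differs between the groups, such as Slc17a7, may therefore have changed in cells other than astrocytes. Among the genes of proteins to which the paper lists antibodies, Rbfox3 (NeuN) had a log2 fold change of 0.58 (adjusted p = 3.28e-05 in edgeR), Tubb3 (Tuj1) one of -0.71 (2.29e-07), Map2 one of 0.53 (9.52e-05) and Nes (Nestin) one of -1.62 (7.56e-09). Aldh1l1 was at -0.15 (0.175), Cldn5 at -0.08 (0.492), and Tjp1 (ZO1) at 0.05 (0.692). Pecam1 (CD31), for which the paper lists primers, was at 0.06 (0.692).

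The other marker lists gave the following median log2 fold changes, with camera adjusted p-values. The 20 astrocyte genes had 1.69 (2.92e-06), with 18 higher and 0 lower at an adjusted p under 0.05 over all genes, when adjusted over the list alone and at an unadjusted p under 0.05; 1 of them, Slc1a2, was picked by the study from these libraries, and 1 is also in another list. Gfap ranked number 5133 by mean FPKM in Ezh2 f/f and number 346 in Ezh2 cKO. The 28 cycling genes had -0.93 (1.49e-05), with 0 higher and 21 lower over all genes, or 0 and 22 when adjusted over the list alone and 0 and 23 at an unadjusted p under 0.05. Not past the threshold were excitatory neuron (15 genes, 0.10, 0.315; 7 higher and 5 lower; 3 picked by the study), inhibitory interneuron (15 genes, 0.08, 0.815; 5 higher and 5 lower), immediate early (18 genes, 0.55, 0.148; 8 higher and 3 lower; 1 picked by the study), endothelial (15 genes, 0.12, 0.565; 5 higher and 3 lower, or 5 and 2 when adjusted over the list alone), mural (11 genes, 0.54, 0.103; 5 higher and 1 lower), erythrocyte (6 genes, 0.18, 0.565; 3 higher and 0 lower, or 2 and 0 when adjusted over the list alone and 3 and 0 at an unadjusted p under 0.05), ependymal and choroid (9 genes, -0.96, 0.172; 2 higher and 5 lower) and neural progenitor (14 genes, -0.51, 0.336; 5 higher and 8 lower, or 5 and 9 when adjusted over the list alone). No biological explanation was tested for these lists one by one.

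Ezh2 reads remained in Ezh2 cKO at 0.46 times the Ezh2 f/f level. A candidate explanation for the fall beside the deletion is that fewer cells were cycling, since Ezh2 is expressed in cycling cells: 10 of the 28 cycling genes fell by more than Ezh2. Deletion and fewer cycling cells cannot be told apart here, because the log2 fold change of Ezh2 lies within the range of the cycling list and reads are counted per gene, not over the deleted exons.

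If loss of EZH2 released silenced genes as a class, Polycomb target genes would be higher in Ezh2 cKO. The 18 tested genes of that list had a median of -0.56, so they showed no general rise in these libraries. Their reads may come in part from cells other than astrocytes, so the values cannot decide whether these genes were released in astrocytes. They say nothing about target genes outside the list, such as those the paper takes from ChIP-seq data. In the libraries, silent genes were not switched on more often than off. There were 64 genes with at most 3 counts in every Ezh2 f/f library and at least 20 in both Ezh2 cKO libraries, against 60 genes the other way, a ratio of 1.07. Of either, 0 are in the Polycomb target list.

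Ddn rose together with other genes of its compartment. Without Ddn, the 185 tested genes with the GO term dendritic spine had a median log2 fold change of 0.37 (camera adjusted p = 9.71e-04), with 99 higher and 38 lower at an adjusted p under 0.05. The rise of Ddn may therefore be in part one shared with neuronal genes, as a hypothesis found on these data, although Ddn rose by more than all but 3 of them. Which cells its reads came from was not tested.

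A few genes were singled out after their values were seen. Ttr had 6326 and 11598 counts in Ezh2 f/f and 5 and 12 in Ezh2 cKO (log2 fold change -10.13). Otp had 82 and 100 against 1 and 2 counts, a log2 fold change of -5.01 or lower, and Avp had 80 and 242 against 0 and 0, one of -5.86 or lower. Vip changed the other way, with 3 and 2 counts in Ezh2 f/f and 265 and 220 in Ezh2 cKO, a log2 fold change of 6.18 or higher. Choroid plexus tissue in the Ezh2 f/f libraries is a possible explanation for Ttr. A list of 12 other choroid plexus genes, of which 9 were tested, had a median of -0.25 (camera adjusted p = 0.581; 2 higher and 4 lower), with Enpp2 at 1.66, Aqp1 at -1.80 and Clic6 at -2.52. A median that near 0 was to count against the explanation, but the genes went both ways, and it cannot be told apart from a change within cells. In the ependymal and choroid list, which holds Ttr and had 2 higher and 5 lower genes, Folr1 (-4.32) and Kcne2 (-2.58) fell as well. More tissue from outside the cortex in the Ezh2 f/f libraries is a possible explanation for Avp and Otp. Of 12 subcortical region genes not looked at before, 9 were tested, with a median of 0.57 (adjusted p = 0.569; 5 higher and 3 lower), and the 12 cortical region genes had a median of -0.28 (adjusted p = 0.541; 3 higher and 6 lower), a difference of -0.85. By the rule set beforehand this sign would count against the explanation. It was not read so, because the members go both ways: Drd1 was at 2.05 and Trh at 1.29, Nkx2-1 at -2.11 and Tcf7l2 at -3.65, and Tcf7l2 had 1457 counts in Ezh2 f/f replicate 2 against 88 in replicate 1. Tissue from another region cannot be told apart from a change within the cortex for these genes. Under fry neither the choroid plexus nor the region lists passed the threshold (adjusted p from 0.184 to 0.836).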
